# Galactin-3 regulation of CDC42 promotes neuronal autophagy following spinal cord injury

**DOI:** 10.3389/fncel.2025.1622825

**Published:** 2025-10-15

**Authors:** Lei Yan, Xun Zhou, Qianqiu Li, Hongxiang Hong, Chunshuai Wu, Yong-Jing Gao, Zhiming Cui, Guanhua Xu

**Keywords:** spinal cord injury, neuron, autophagy, GAL3, CDC42

## Abstract

**Background:**

Spinal cord injury (SCI) is a debilitating condition within the nervous system with a high disability rate and substantial economic burden. The functional recovery following SCI is enhanced by moderate levels of autophagy but hindered when autophagy becomes excessive. Galectin-3 (GAL3) has been recognized as an autophagy regulator; however, its role in SCI and its associated mechanism are largely unknown.

**Methods:**

The Walsh clamping method was employed to establish a rat SCI model, while a high-concentration glutamate incubation method was used to create an *in vitro* model of spinal cord neuronal injury. Subsequent to establishing the injury models, the expression levels of GAL3 were detected using QPCR and Western Blot. Immunohistochemical staining was performed to determine the localization of GAL3 expression. SiR-GAL3 or GAL3 inhibitors were utilized to knock down or inhibit GAL3 expression, and behavioral analysis was conducted to assess the recovery of motor function in rats following SCI. Bioinformatics analysis was carried out to explore the mechanism of action of GAL3 post-SCI. Western Blot was used to examine the relationship between the expression levels of GAL3 and autophagy-related proteins following SCI. Sequencing analysis was performed to identify the differential gene expression in spinal cord neurons with knocked-down GAL3 compared to the control group after neural injury, aiming to investigate the mechanism of action between GAL3 and its downstream target gene Cell-division-cycle-42 (CDC42). Co-IP was employed to detect the interaction between GAL3 and CDC42 proteins. Western Blot was used to analyze the relationship between CDC42 and autophagy-related protein expression levels following *in vitro* stimulation of neurons with GAL3. Molecular biology experiments were conducted to assess the expression levels and localization of CDC42 post-SCI. Behavioral analysis was performed to evaluate the recovery of motor function in rats with inhibited CDC42 expression after SCI. ELISA was used to measure the expression levels of GAL3 and CDC42 in both rat and human samples post-SCI.

**Results:**

We found that GAL3 was increased in spinal neurons and serum in SCI rats, and knockdown or inhibition of GAL3 promoted motor function recovery. The bioinformatics analysis showed that GAL3 is closely related to programmed cell death after SCI. Indeed, the knockdown of GAL3 resulted in a decrease in autophagy markers ATG7 and LC3 II/I ratio, along with an increase in P62 expression. Furthermore, GAL3 and CDC42 exhibited close associations with neuronal autophagy. Injection of siR-CDC42 and CDC42 inhibitor ML141 effectively reduced GAL3-mediated enhancement of neuronal autophagy. Additionally, CDC42 was increased in spinal neurons post-SCI, and administration of ML141 decreased the expression of autophagy markers and improved motor function recovery. Importantly, elevated levels of GAL3 and CDC42 were observed in the serum of SCI patients.

## 1 Introduction

Spinal cord injury (SCI) is a serious injury of the central nervous system (CNS), with high incidence, notable disability rates, elevated mortality, and substantial economic burdens (Hu et al., 2023). Worldwide, about 700,000 new cases of SCI are reported annually (Kumar et al., 2018), and over 60,000 new cases are documented each year in China (Jiang et al., 2021). Patients may experience temporary or permanent impairment of sensory, motor, and autonomic nerve functions below the level of SCI. These effects can profoundly disrupt their daily life and work, consequently leading to a considerable societal burden (Karsy and Hawryluk, 2019). Despite remarkable advancements in medical care for treating spinal cord injuries, the current treatment programs predominantly focus on providing supportive measures (Calvert et al., 2019; Lavis and Goetz, 2019; Thomaz et al., 2019).

Following SCI, a cascade of complex inflammatory reactions is triggered, leading to secondary injury that results in axonal rupture and neuronal death. The process disrupts neural circuit integrity, ultimately impeding the recovery of spinal cord function (Alizadeh et al., 2019; Hu et al., 2023; Wu and Lipinski, 2019). Autophagy, alongside apoptosis and necrosis, represents one of the primary morphological types of cell death (Lavis and Goetz, 2019). Previous studies have indicated an elevation of autophagy markers such as LC3 and Beclin 1 in various experimental models of SCI (Hao et al., 2013; Kanno et al., 2011; Munoz-Galdeano et al., 2018; Sekiguchi et al., 2012; Tanabe et al., 2011). Although autophagy changes after SCI are different across species, injury models, and injury severity, the majority of data suggest inhibited autophagy flow within the injured spinal cord (Wu and Lipinski, 2019). Notably, neuroautophagy is prominently associated with autophagic dysfunction following traumatic brain injury and SCI (Lipinski et al., 2015). Therefore, it is important to clarify the mechanism of neuronal autophagy following SCI for exploring potential interventions aimed at enhancing functional recovery post-SCI.

Galectin-3 (GAL3) is a β-galactoside-bound cytoplasmic lectin, which regulates various biological functions, including cell proliferation, differentiation, migration, and immune response (Dong et al., 2018). Within the CNS, GAL3 exhibits both pro-inflammatory and anti-inflammatory effects due to different cell types and cell locations (Chaudhary et al., 2022; Soares et al., 2021). For example, in a mouse model of acute peripheral inflammation, GAL deficiency led to the absence of IL-17, IFN-γ, and TNF-α transcripts in the CNS, indicating a reduction in neuroinflammation compared to wild-type mice (Espinosa-Oliva et al., 2021). On the contrary, GAL3 treatment downregulates the inflammatory signaling pathway, exerting a protective effect in conditions like stroke in rats, thereby mitigating apoptosis and neurodegeneration (Wesley et al., 2021). In addition, GAL3 has been considered an autophagy regulator in recent years (Zheng et al., 2023). It participates in collecting damaged endosome/phagocyte membranes and lysosomes in response to various stimuli, emerging as an important tool for detecting membrane damage such as lysosomal injury (Alvarez-Valadez et al., 2021). However, debates persist concerning the precise role of GAL3 in autophagy regulation (Zheng et al., 2023). Our previous dataset showed an increase in GAL3 mRNA level after SCI in rats (Yan et al., 2022). Further investigation is necessary to uncover the role and mechanism of GAL3 in CNS autophagy.

The Ras Homology Family of Guanosine triphosphates (Rho GTPases), such as Ras Homolog Family Member A (RhoA), Rac Family Small GTPase 1 (Rac1), and Cell Division Cycle 42 (CDC42), play a crucial role in modulating various cell functions, including cell morphology, migration, endocytosis, and cell cycle progression (Mosaddeghzadeh and Ahmadian, 2021). Functioning as switches for signal transduction, they alternate between GDP-binding forms and active GTP-binding forms (Walker and Olson, 2005). CDC42 plays an important role in regulating neuronal polarization and axon formation in the developing brain (Garvalov et al., 2007). In addition, Rho GTP enzymes, including CDC42, are unignorable in guiding the injury and regeneration of neurons (Bradke, 2022). Injuries and diseases in the CNS induce the activation of RhoA and its downstream effector Rho kinase (ROCK), thus promoting cell death and retraction and the loss of axons and synapses (Mulherkar and Tolias, 2020). However, the autophagy function of CDC42 in neurons after SCI is still unclear. While studies have reported that elevated levels of CDC42 mRNA in spinal neurons and glial cells of rats after SCI (Erschbamer et al., 2005), the specific mechanism of CDC42 post-SCI remains to be fully clarified.

Our present study demonstrated that the expression of GAL3 and CDC42 protein is increased in neurons following SCI, and GAL3 promotes the expression of autophagy in neurons. Interestingly, inhibiting the expression of GAL3 and CDC42 proteins at the SCI site enhances the recovery of motor function. Our findings reveal novel downstream targets for the modulation of autophagy post-SCI and provide preliminary evidence and a foundation for developing new drugs and therapies aimed at treating SCI.

## 2 Materials and methods

### 2.1 Animals

Healthy adult female Sprague-Dawley rats (180–220 g, 8 weeks old) were obtained from the Animal Center of Nantong University. Animals were housed under standard conditions (12 h light/dark cycle, 23 ± 1°C) with *ad libitum* access to food and water, followed by a 1 week acclimation period. All procedures strictly adhered to the NIH *Guide for the Care and Use of Laboratory Animals* (8th ed., 2010) and were approved by the Animal Ethics Committee of Nantong University (Protocol Nos. S202112294-08 and S20230727-007). Animal welfare was prioritized, with measures implemented to minimize distress.

### 2.2 SCI model

Prior to any surgical procedures that could potentially cause pain or discomfort, animals were administered appropriate anesthesia or analgesia. Following best practices recommended for the species and the nature of the surgery, the SCI model was established in rats through the intraperitoneal administration of avertin (Kuhn and Wrathall, 1998) (2,2,2-tribromoethanol, Sigma-Aldrich, 250 mg/kg) to induce anesthesia. Subsequently, a Walsh impactor weighing 35 g was used to apply compression at the T7–T9 level for 1 min. The successful induction of SCI was confirmed by the observation of hind limb flaccid paralysis. Serum and spinal cord samples were collected on the 3rd, 7th, and 14th day post-SCI. Each group, namely the sole SCI group and the Sham group, consisted of 6 rats.

In the second and third experiments, treatment compounds were administered to rats after SCI. The daily administration of compounds to rats at the lesion site was performed using a Hamilton 701N micropipette. The injection was made percutaneously into the injury site, with the injection point 1 mm from the edge of the lesion and at a depth of 1.5 mm. Starting from the day of the surgical procedure and for the following 7 days, treatment compounds were injected daily into the injured area. During the study, all rats were administered antibiotics for 7 days and underwent artificial bladder drainage twice daily until bladder function was restored. The detailed experimental grouping information was presented in the following table. All treatments in Table 1 utilized the same vehicle solution.

**TABLE 1:** Detailed experimental grouping information.

Experiment	Group	Sample size	Intervention protocols
Experiment 1	Sham	6	Surgical exposure without impactor compression
	SCI-3	6	Euthanized at the 3 days post-injury timepoint for serum and spinal cord tissue collection
	SCI-7	6	Euthanized at the 7 days post-injury timepoint for serum and spinal cord tissue collection
	SCI-14	6	Euthanized at the 14 days post-injury timepoint for serum and spinal cord tissue collection
Experiment 2	Sham + Vehicle	8	Surgical exposure without impactor compression + vehicle solution
	SCI + Vehicle	8	SCI + vehicle solution
	SCI + siR-GAL3	8	SCI + siR-GAL3 (400 nmol/kg, siRNA ID. 195338, Catalog. AM16708, Invitrogen)
	SCI + TD139	8	SCI + TD139 (GAL3 inhibitor, 400 mg/kg, No. T899651g, Macklin)
	SCI + GAL3	8	SCI + GAL3 (400 mg/kg, No. HY-P77684, MedChemExpress)
Experiment 3	Sham + Vehicle	8	Surgical exposure without impactor compression + vehicle solution
	SCI + Vehicle	8	SCI + vehicle solution
	SCI + siR-CDC42	8	SCI + siR-CDC42 (400 nmol/kg, siRNA ID. 196388, Catalog. AM16708, Invitrogen)
	SCI + ML141	8	SCI + ML141 (CDC42 inhibitor, 400 mg/kg, No. HY-12755, MedChemExpress)

In accordance with the AVMA (American Veterinary Medical Association) guidelines for animal euthanasia, CO_2_ asphyxiation was used for sedation and euthanasia when necessary. The experimental animals were placed in a CO_2_ anesthesia chamber, and the CO_2_ valve was opened (65% vol/min). Once the animals gradually lost consciousness, the CO_2_ concentration was increased to 100%, resulting in an unconscious state in the rats. Ventilation was continued for an additional 2 min and cervical dislocation was performed to ensure death. A total of 84 rats were euthanized, and this was performed under the following conditions: upon obtaining experimental results or at the end of the animal experiment (80 rats); when, based on the veterinarian’s assessment considering factors such as body weight, appetite, infection, and dying symptoms, the degree of suffering reached or exceeded the predefined humane endpoint (four rats); and due to other reasons rendering them unsuitable for further housing (0 rats).

### 2.3 Evaluation of motor function recovery of hind limbs in rats

On the 3rd, 7th, 14th, 21st, and 28th day post-SCI, the rats were scored with the Basso-Beattie-Bresnahan (BBB) score (Basso et al., 1995). The score system assigns a score of 21 to normal rats and 0 to completely paralyzed rats. Two experienced experimenters conducted evaluations at a consistent time in the morning on each test day. They independently assessed the BBB scores within 5 min to determine the hind limbs’ motor function recovery following SCI. In addition, the limb muscle strength in rats was evaluated using the inclined plane test (Rivlin and Tator, 1978). The test involved gradually increasing the angle between the horizontal plane and the inclined plane until the rats were unable to maintain a constant posture for more than 5 s. The maximum angle achieved before losing posture was recorded as the result of the inclined angle for the rats.

### 2.4 Quantitative real-time polymerase chain reaction (QPCR)

TRIZOL reagent (No. A33250, Invitrogen) was used to extract RNA and reverse transcribed into cDNA according to the manufacturer’s instructions. The total RNA extracted is approximately 1 μg, with a reverse transcription system of 20 μl. The cDNA product after reverse transcription is diluted five times before PCR amplification. The QPCR was performed using SYBR green dye (No. #RR067A, Takara) in a thermal cycler with the following parameters: an initial denaturation step at 95°C for 30 min; followed by 40 cycles at 95°C for 5 s and 60°C for 30 s. Each sample underwent the entire experimental process independently. The QPCR results were quantified by 2^–ΔΔCT^. The forward primer of GAPDH is 5′-ACA GCA ACA GGG TGG TGG AC-3′; the reverse primer of GAPDH is 5′-TTT GAG GGT GCA GCG AAC TT-3′. The forward primer of GAL3 is 5′-AGG CTC CTC CTA GTG CCT AT-3′; the reverse primer of GAL3 is 5′-CCT CCA GGC AAG GGC ATA TC-3′. The forward primer of CDC42 is 5′-AAA GAA AAG TGG GTG CCT GAG-3′; the reverse primer of CDC42 is 5′-AGC AGT CTC TGG AGT GAT AGG -3′.

### 2.5 Co-immunoprecipitation (Co-IP) and western blot

The protein samples were obtained from rat spinal cord tissue and neurons, and the total soluble protein concentration was determined. The protein content of each experimental sample was approximately 100 μg. An immunoprecipitation experiment was conducted using the Co-IP kit (No.88804, Invitrogen). The whole cell lysate was pre-absorbed with protein A + G agarose beads (No.78610, Invitrogen) for 1 h, followed by high-speed centrifugation to remove any non-specifically bound proteins on protein A + G. Subsequently, the samples were incubated overnight at 4°C with the designated antibodies with gentle rotation. Protein samples were separated on 10% Tris- sodium dodecyl glycinate-polyacrylamide gel and transferred onto an immobile-PSQ transfer membrane (Merck Millipore, Darmstadt, Germany). Different membranes were mixed with GAPDH (1:1000, mouse IgG; No.10494, Proteintech), GAL3 (1:10000, rabbit IgG; No. 60207, Proteintech), CDC42 (1:1000, rabbit IgG; No.10155, Proteintech), ATG7 (1:1000, rabbit IgG; No.10088, Proteintech), P62 (1:1000, rabbit IgG; No.18420, Proteintech), and LC3 (1:1000, rabbit IgG; No. ab51520, Abcam). Then, the membrane was incubated with goat secondary antibody coupled with horseradish peroxidase against mouse IgG (1:10000; No. SA00001-1, Proteintech) or rabbit IgG (1:10000; No. SA00001-2, Proteintech). The signal was developed using a hypersensitive ECL chemiluminescence kit (No. G2020, Servicebio). Density measurement is performed by ImageJ software (version 1.53t, NIH, United States) to quantify the signal intensity.

### 2.6 Immunofluorescence

Rats were euthanized by cardiac puncture under terminal CO_2_ anesthesia (65% vol/min) with avertin (250 mg/kg), perfused with 0.9% saline, followed by 4% paraformaldehyde (pH 7.2). Then, the injured segment of the spinal cord was immediately dissected and separated, then fixed in 4% paraformaldehyde for 24 h before embedding into the paraffin section. After dewaxing the paraffin sections and performing heat antigen retrieval, immunofluorescence staining was performed. Next, the steps of immunofluorescence staining of paraffin sections or cell slides of tissues were the same. After incubation with blocking solution, samples were co-incubated overnight at 4°C with two primary antibodies simultaneously (a target protein antibody and a cellular marker antibody). All subsequent experimental procedures were performed under light-protected conditions: the tissues were washed with PBST three times, followed by incubation with corresponding secondary antibodies. Lastly, staining with DAPI (4’,6-diamidino-2-phenylindole) was performed for imaging. The primary antibody used targeted the following proteins: NeuN (1:500, mouse IgG; No.26975, Proteintech), GAL3 (1:200, mouse IgG; No. 60207, Proteintech), and CDC42 (1:200, rabbit IgG; No.10155, Proteintech). The secondary antibodies used were: Alexa fluor 488-implicated Donkey Anti-Rabbit IgG (1: 1000; No. SA00013-1, Proteintech) and Cy3–conjugated Affinipure Goat Anti-Rabbit IgG (1:1000; No. SA00009-2, Proteintech). Immunofluorescence images were captured using a fluorescence microscope (Carl Zeiss, Jena, Germany). Immunofluorescence intensity was quantified using ImageJ by calculating fluorescence intensity coefficients (FIC) for each group: (background-subtracted target protein intensity)/(background-subtracted cellular marker intensity). Statistical comparisons were made between experimental and control group FIC ratios, with cellular marker normalization eliminating positive cell number effects.

### 2.7 Extraction and culture of spinal cord neurons

One-day-old Sprague-Dawley rats were purchased from the Experimental Animal Center of Nantong University, and spinal cord neurons were isolated following these procedures: (1) Neonatal rats were euthanized with CO_2_ and immediately disinfected with 75% alcohol followed by decapitation. The spinal cord adventitia was carefully removed using a stereoscopic microscope in pre-cooled L-15 buffer (No. 11415064, Invitrogen). Subsequently, L-15 was aspirated, and the spinal cord was cut into pieces using 0.125% trypsin. The cord fragments were digested at 37°C for 30 min with gentle agitation every 10 min. (2) After tryptase treatment, the solution was removed, and the digestion was halted by adding Duchenne’s modified Eagle medium (DMEM, No. 11320033, Invitrogen) with 10% Fetal Bovine Serum (No. 30067334, Invitrogen) and 1% Penicillin-Streptomycin (No. C0222, Beyotime). After centrifugation at 1,000 rpm for 3 min, L-15 was added again to gently wash the resulting precipitate, followed by another centrifugation at 1,000 rpm for 3 min. (3) Gentle mixing of L-15 was followed by filtration of all liquids using a 70 μm sieve (No.FSTR070, Beyotime). The filtered liquids were carefully added in a 1:1 ratio on the upper layer of a motor neuron separation solution consisting of Nycoprep 1.077 (15%) (No.1114551, Axis-Shield), Hibernate-E medium (83%) (No. A1247601 Invitrogen), and Brewer’s B27 (2%) (No. 05711, Stemcell) (immiscible). Subsequently, the mixture was centrifuged at 2,000 rpm for 15 min. (4) The middle layer at the liquid surface was extracted and transferred into a new centrifuge tube. After centrifugation at 1,000 rpm for 3 min, the supernatant was discarded. Neurobasal-A culture medium (No. 10888022, Invitrogen), containing 2 mmol/L L-glutamine and 2% concentration of B27 neuron-specific additive, with final concentrations of 100 U/mL and 0.1 mg/mL for penicillin and streptomycin, respectively, were added. The solution was then inoculated into a culture plate for cell culture at 37°C in an incubator containing 5% carbon dioxide. (5) Replacement of the medium occurred 24 h post-plating and continued every 2 days. To enhance the neuron purity, Ara-C (No.HY-13605, MedChemExpress) at a concentration of 0.05 mg/mL was added 24 h after plating. (6) For the nerve injury model, after 3 days of cell culture, the experimental group and the cell transfection control group (the siR-Con group) were stimulated with a culture solution containing 10 μM Glutamate (No. 56-86-0, Sigma-Aldrich) for 1 h (Shahsavani et al., 2021; Yan et al., 2024), while the control group received an equal volume of phosphate buffer saline. Subsequently, both groups were cultured for an additional 16 h in a Neurobasal-A culture medium for glutamate-free neurons.

### 2.8 High-throughput sequencing of spinal cord neurons

Total RNA was extracted from neonatal Sprague-Dawley rat spinal cord neurons using TRIZOL reagent (Invitrogen) in collaboration with Allwegene Co. Ltd (Nanjing, China). Sequencing was carried out using the Illumina high-throughput sequencing platform (HiSeqTM2500/4000). A total of six samples were sequenced, including three samples from neurons as the transfection control group and three samples from neurons with GAL3 knocked down. The data provided by the company underwent batch effect removal, standardization, and correction for intra-group differences, resulting in an expression matrix. The detailed sequencing steps conducted by the sequencing company were provided in the “Supplementary Figure 1.”

### 2.9 Bioinformatics analysis

We downloaded the datasets of GSE2599 (Aimone et al., 2004), GSE20907 (Siebert et al., 2010), GSE45006 (Chamankhah et al., 2013), and GSE174549 (Li E. et al., 2022) from the Gene Expression Omnibus Datasets (GEO) available at https://www.ncbi.nlm.nih.gov/geo/. Table 2 displays the basic information for these four datasets. The 60 samples were re-divided into two groups based on the relative expression level of GAL3, and the role of GAL3 in SCI was investigated by single-gene analysis. Before dataset analysis, batch effects were removed, and standardization pretreatment was conducted. The R software (v4.3.0^1^) was used to analyze and visualize data. The r package used to remove the batch effect is sva (Ge et al., 2011) (v3.46.0^2^). After obtaining the expression matrix, limma package (Ritchie et al., 2015) (v3.54.2^3^) was used for differential expression analysis. The screening criteria of differential expression genes (DEGs) are |logFC| > 1 and *P*-value < 0.05. We used Gene Set Enrichment Analysis (GSEA) (Han et al., 2019) as a calculation method to determine whether a set of *a priori*-defined genes show statistically significant consistent differences between two biological states by clusterProfiler (Wu et al., 2021) (v4.0.5^4^). We used ggplot2 (Ito and Murphy, 2013) (v3.4.1^5^) to screen out the candidate genes and used the STRING^6^ website and the Cytoscape software (v3.10.0^7^) to analyze the candidate genes by Protein-Protein Interaction Networks (PPI)^47^.

**TABLE 2:** Basic information of four datasets.

GSE ID	Platform	Sham vs. SCI	Year	Gender	Weight/ age	Species	Injury site	Damage details
GSE2599	GPL85	3-3	2004	Female	165–200 g	*Rattus norvegicus*	Thoracic 8	The T7 and T9 spinal processes were clamped in a spinal frame, and contusions were made by rapidly displacing the cord 1.0 mm (moderate injury).
GSE20907	GPL6247	4-20	2010	Female	77 ± 10 days	*Rattus norvegicus*	Thoracic 9	The animal was positioned and secured into the frame of an NYU Impactor by clamping the T8 and T11 spinous processes, followed by a moderate spinal contusion injury, dropping a 10 g rod from a height of 25 mm using the MASCIS protocol.
GSE45006	GPL1355	4-20	2013	Female	250 g	*Rattus norvegicus*	Thoracic 7	Rats underwent a T6–T8 laminectomy and then received a 35 g clip (Walsh) moderate to severe compression injury at T7 for 1 min.
GSE174549	GPL25947	3-3	2022	Female	250 g	*Rattus norvegicus*	Thoracic 8–10	An impactor weighing 10 g was dropped vertically from a height of 50 mm onto the exposed T9 spinal cord surface, causing a contusion injury.

### 2.10 Collection of human serum

Blood samples were collected from 13 patients diagnosed with SCI, and admitted between January 2022 and December 2023, on the first day of admission. Serum was extracted from these samples after high-speed centrifugation and stored at −80°C. The screening criteria for patients’ inclusion in the SCI group were as follows: diagnosis of spinal cord injury confirmed through CT, MRI, and other imaging examinations, in according with the International Standard for Neurological Classification of SCI (revised in 2019) (ASIA and ISCoS International Standards Committee, 2019); Absence of spinal malignant tumor, and tuberculosis-related pathological SCI, or visceral injury; No concurrent diseases such as craniocerebral injury. Additionally, 13 serum samples from individuals without SCI were collected as the control group, and the screening criteria included: Age difference from the SCI patients within 5 years and absence of underlying health conditions. All subjects volunteered for inclusion in this study and provided informed consent. Approval for this study was obtained from the Medical Ethics Committee of Nantong First People’s Hospital (Protocol number: 2020KY036).

### 2.11 Enzyme-linked immunosorbent assay (ELISA)

After removing the cells from the cell culture incubator, collect the supernatant. Then gently wash the spinal cord neurons with PBS at 4°C. Add an appropriate amount of cell lysis solution mixed with 1/100 protease inhibitor and 1/50 phosphatase inhibitor, gently scrape off the cells, and place them on ice for 15 min for lysis. Centrifuge at 4°C and 13,000 rpm for 20 min. Collect the protein supernatant. The ELISA kit (GAL3, No. E0497h, ElAab; and CDC42, No. E0321r, ElAab) were utilized to measure the expression levels of GAL3 and CDC42 in human serum, rat serum, primary neuron cell lysate, and primary neuron cell supernatant. The samples were stored at −80°C before measurement. The optical density at 450 nm was calculated by subtracting the background value, and the standard curve was conducted.

### 2.12 Data analysis

All data were analyzed using GraphPad Prism 9.0 (GraphPad Software Inc., California, United States). All data are presented as mean ± standard error and were derived from at least three independent repeated experiments. The difference in BBB locomotor scores and inclined plane degrees between groups were assessed using two-way Repeated Measurement ANOVA. One-way ANOVA was used to evaluate the significance of the differences between groups for other data. The HSD (Honestly Significant Difference) test was used as a post hoc test following ANOVA. Unpaired Student’s *t*-test was used for comparisons between the two groups. A significant level of *P* < 0.05 was considered statistically significant.

## 3 Results

### 3.1 SCI increases GAL3 expression in spinal neurons

After successfully establishing the rat SCI model, we examined GAL3 expression in spinal cord tissue and serum. The mRNA and protein were extracted at intervals of 3rd, 7th, and 14th days post-SCI. QPCR and Western Blot showed that the mRNA level and protein expression level of GAL3 were increased after SCI and peaked on day 3 after injury, gradually decreasing thereafter (Figures 1A–C). Notably, GAL3 level in serum was also increased post-SCI (Figure 1D). Immunofluorescence analysis revealed that GAL3 was co-localized with neurons in the ventral horn of the spinal cord (Figure 1E), notably significant at 3rd, 7th, and 14th days post-SCI (Figure 1F). However, GAL3 did not co-localize with astrocyte marker GFAP (glial fibrillary acidic protein) (Figure 1G) or microglia marker IBA1 (Figure 1H) post-SCI, suggesting a potential involvement of neuronal GAL3 in SCI pathogenesis.

**FIGURE 1:**
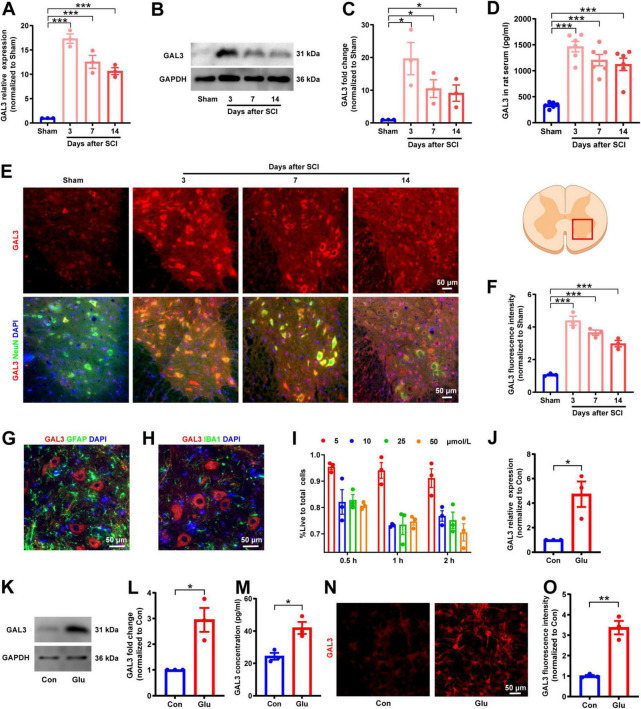
Spinal cord injury (SCI) increases galectin-3 (GAL3) expression in spinal neurons. **(A)** Relative GAL3 mRNA expression in the spinal cord after SCI. One-way ANOVA, *n* = 3/group. **(B)** Western blot analysis of GAL3 protein after SCI. **(C)** Statistical data show relative GAL3 protein expression after SCI. One-way ANOVA, *n* = 3/group. **(D)** Enzyme-linked immunosorbent assay (ELISA) detection of GAL3 protein levels in rat serum after SCI. One-way ANOVA, *n* = 6/group. **(E)** Immunofluorescence microscopy reveals GAL3 co-localization with NeuN post-SCI. **(F)** Fluorescence intensity of GAL3 after SCI. One-way ANOVA, *n* = 3/group. **(G,H)** Immunofluorescence double staining of GAL3 and GFAP **(G)** or IBA1 **(H)** after SCI. **(I)** Determination of optimal glutamate concentration and duration using CCK8 assay. **(J)** Relative GAL3 mRNA expression in the glutamate-stimulated spinal cord neurons. Unpaired Student’s *t*-test, *n* = 3/group. **(K)** Western blot analysis of GAL3 protein in neuronal injury model. **(L)** Relative GAL3 protein expression in neuronal injury model. Unpaired Student’s *t*-test, *n* = 3/group. **(M)** ELISA detection of GAL3 in cell supernatant of neuronal injury model. Unpaired Student’s *t*-test, *n* = 3/group. **(N)** Immunofluorescence microscopy showing GAL3 expression in neuronal injury model. **(O)** Quantification of GAL3 fluorescence intensity in neuronal injury model. Unpaired Student’s *t*-test, *n* = 3/group. *P < 0.05, **P < 0.01, ***P < 0.001.

Given that extracellular glutamate triggers excitotoxic neuronal cell death (Tehse and Taghibiglou, 2019), and is a significant factor in SCI-associated neurological dysfunction (Hausmann, 2003; Ribeiro and de Wit, 2017), we used glutamate to induce a neuron injury model (Rong et al., 2019; Shahsavani et al., 2021). Cell Counting Kit-8 (CCK8) experiments showed that 10 μM glutamate for 1 h yield the most suitable injury models (Figure 1I). QPCR showed that the mRNA of GAL3 was higher than that of the control group (Figure 1J). Western blot showed upregulated GAL3 protein levels (Figures 1K, L). ELISA further supported increased GAL3 secretion (Figure 1M). The immunofluorescence revealed heightened GAL3 fluorescence intensity in neurons (Figures 1N, O). These results collectively indicate GAL3 involvement in spinal cord neuron injury mechanisms after SCI.

### 3.2 GAL3 contributes to SCI-induced motor impairment

To explore the specific role of GAL3 in the mechanism of spinal cord neuron injury, we used siRNA to knock down the GAL3 gene in spinal cord neurons under glutamate stimulation. The knock-down efficiency of siR-GAL3 resulted in a 90% reduction in GAL3 mRNA levels (Figure 2A), a 75% decrease in GAL3 protein expression (Figures 2B, C), and a 60% decline in secreted GAL3 (Figure 2D).

**FIGURE 2:**
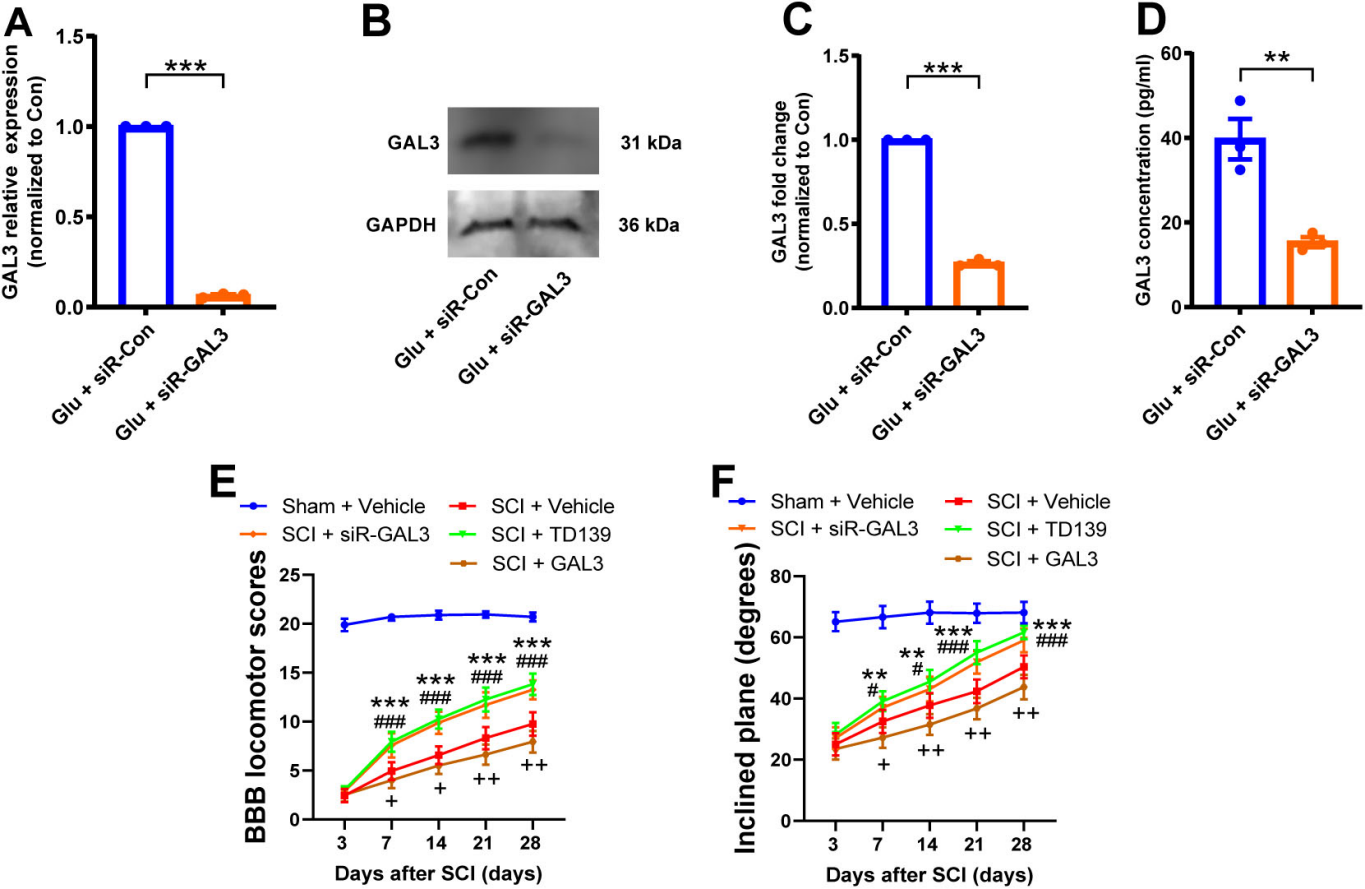
Galectin-3 (GAL3) contributes to spinal cord injury (SCI)-induced motor impairment. **(A)** The mRNA level of GAL3 after siR-GAL3 treatment. Unpaired Student’s *t*-test, *n* = 3/group. **(B)** Western blot shows the protein level of GAL3 after siR-GAL3 treatment. **(C)** Statistical data show the knockdown of GAL3 by siRNA. Unpaired Student’s *t*-test, *n* = 3/group. **(D)** Enzyme-linked immunosorbent assay (ELISA) shows the secretory GAL3 in the supernatant of neurons after siRNA treatment. Unpaired Student’s *t*-test, *n* = 3/group. **(E)** The Basso-Beattie-Bresnahan (BBB) locomotor scores were increased after siR-GAL3 or inhibitor treatment. Two-way Repeated Measures ANOVA, *n* = 8/group. **(F)** The inclined plane angles were increased after siR-GAL3 or inhibitor treatment. Two-way Repeated Measures ANOVA, *n* = 8/group. When SCI + siR-GAL3 group was compared with SCI + Vehicle group, **P < 0.01, ***P < 0.001; when SCI + TD139 group was compared with SCI + Vehicle group, #*P* < 0.05, ###*P* < 0.001; when SCI + GAL3 group was compared with SCI + Vehicle group, +*P* < 0.05,++*P* < 0.01.

Subsequently, we administrated the siR-GAL3 or GAL3 inhibitor, TD139, into the injured spinal cord of rats for 7 consecutive days to observe motor function recovery post-SCI. Starting from the 7th-day post-SCI, both experimental groups displayed increased BBB scores compared to the simple SCI group (Figure 2E). Similarly, the degrees of the inclined plane angles also exhibited notable improvement (Figure 2F). These data suggest that knockdown or inhibition of GAL3 effectively promotes the recovery of motor function in rats following SCI. Interestingly, when administering GAL3 recombinant protein continuously for 7 days in the injured spinal cord of rats, we observed that starting from the 7th day following SCI, compared to the SCI + Vehicle group, the rats in the SCI + GAL3 group showed a decrease in BBB scores and incline angle, indicating that the injection of GAL3 hindered the recovery of motor function in SCI.

### 3.3 GAL3 regulates neuronal autophagy

To unravel the role of GAL3 in the mechanism of SCI, we conducted a single-gene bioinformatics analysis of GAL3 involvement by rat SCI datasets obtained from GEO. Before formal dataset analysis, the batch effect was removed (Figures 3A, B). After batch effect removal and standardization, we obtained expression levels for 2,240 genes. Subsequent differential expression analysis revealed 158 differentially expressed genes (DEGs), of which 101 were up-regulated and 57 were down-regulated (Figure 3C). Biological Process (BP) analysis via GSEA, demonstrated significant enrichment of the highly expressed gene set functioned in pathways associated with programmed cell death mechanisms, such as *GO:0008219 Cell Death*, *GO:0012501 Programmed Cell Death*, *GO:0006915 Apoptotic Process* and *Go: 0016239 Positive Regulation of Macroautophagy* (Figure 3D).

**FIGURE 3:**
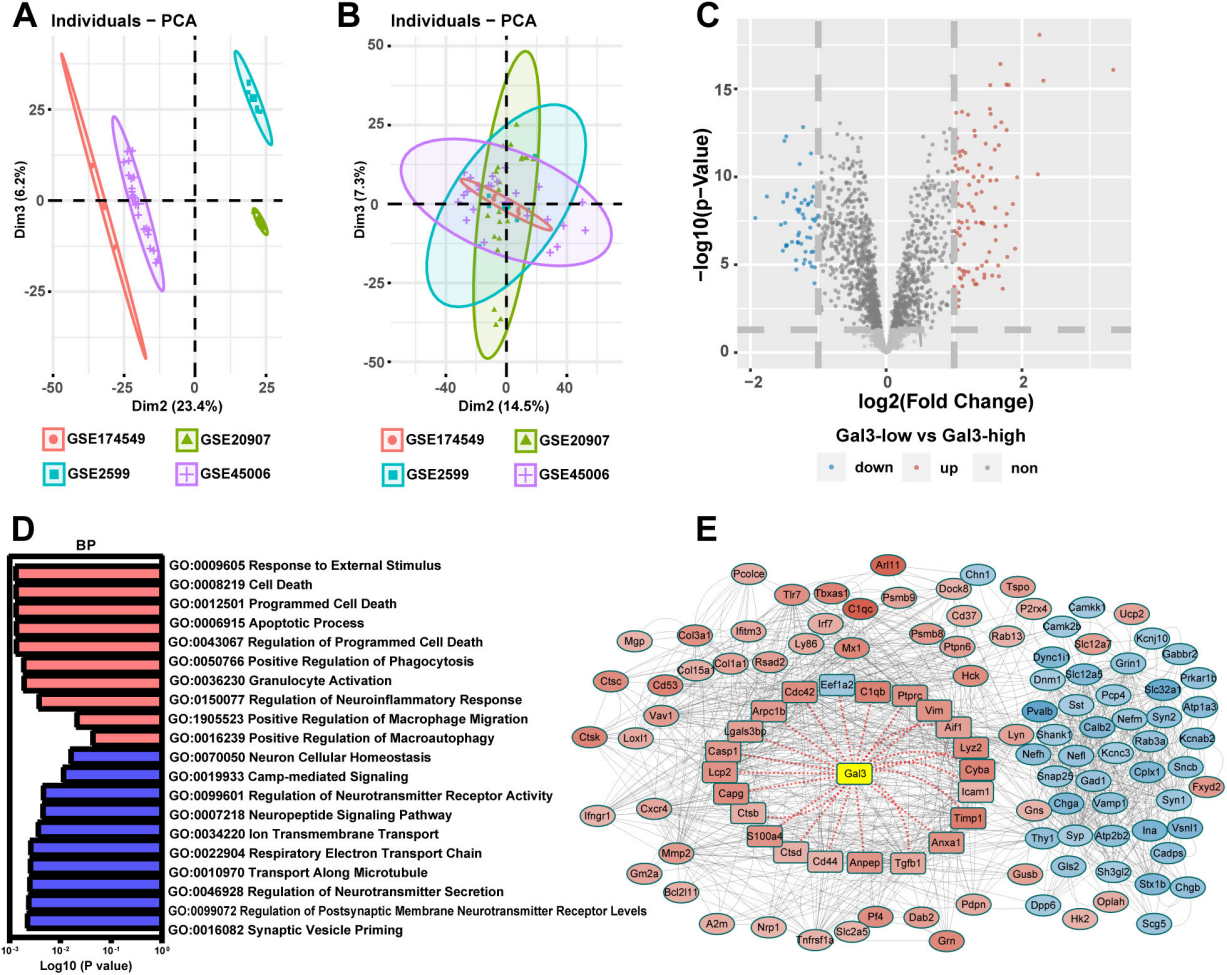
Galectin-3 (GAL3) is closely related to programmed cell death after spinal cord injury (SCI). **(A)** The four datasets before the batch effect were removed. **(B)** The four datasets after the batch effect were removed. **(C)** Volcano map shows DEGs in the SCI dataset. **(D)** Biological Process (BP) analysis of Gene Set Enrichment Analysis (GSEA) in the SCI dataset. Each column represents the *P*-value score of the pathway between the Sham group and the SCI group, with red indicating upregulation of the pathway in the SCI group, and blue indicating downregulation. **(E)** Protein-Protein Interaction Networks (PPI) analysis of differentially expressed genes (DEGs) in SCI dataset. In the PPI nodes, red signifies an increase in expression level, while blue indicates a decrease. The intensity of the color corresponds to the magnitude of the differential expression, with darker shades representing a higher differential expression multiple.

To determine the relationship between these 158 DEGs and GAL3, we conducted the protein-protein interaction (PPI) analysis using the STRING website (Figure 3E). This analysis revealed evidence of interaction between GAL3 and 22 core nodes, with 21 of the core nodes showing up-regulated expression, except for the down-regulation of Eef1a2. These results strongly indicate that GAL3 is closely related to programmed cell death after SCI.

Considering the pivotal role of autophagy in programmed cell death, we validated whether GAL3 functions through autophagy after SCI. Initially, we used glutamate to stimulate neurons treated by siR-GAL3 (Figure 4A). In comparison with the siR-Con group, the siR-GAL3 group displayed significantly reduced GAL3 expression (Figure 4B), decreased ATG7 expression (Figure 4C), increased P62 expression (Figure 4D), and a decreased LC3 II/I ratio (Figure 4E).

**FIGURE 4:**
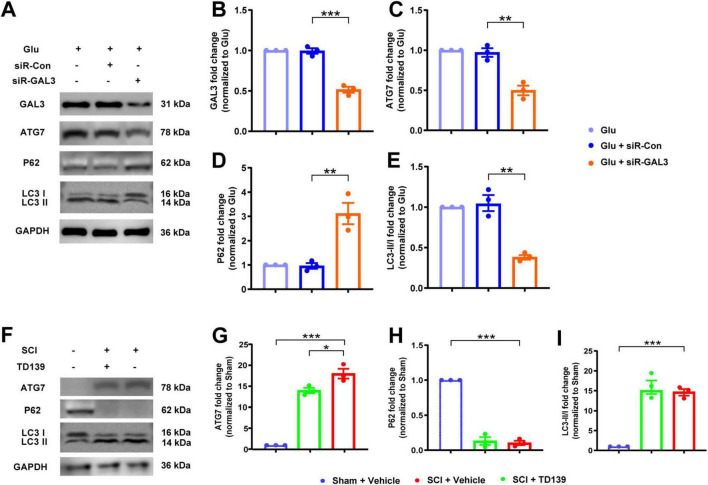
Galectin-3 (GAL3) regulates neuronal autophagy. **(A)** Western blot analysis of GAL3 and neuronal autophagy markers ATG7, P62, and LC3 II/I in neurons. **(B-E)** Quantification of western blot detection of GAL3 **(B)**, ATG7 **(C)**, P62 **(D)**, and LC3 II/I **(E)** in neurons. One-way ANOVA, *n* = 3/group. **(F)** Western blot analysis of GAL3 and neuronal autophagy markers ATG7, P62, and LC3 II/I in the spinal cord of rats. **(G–I)** Quantification of western blot detection of ATG7 **(G)**, P62 **(H)**, and LC3 II/I **(I)** in the spinal cord of rats. One-way ANOVA, *n* = 3/group. *P < 0.05, **P < 0.01, ***P < 0.001.

We then examined autophagy in the spinal cord after injection with TD139. We extracted tissue protein and serum from rats in the Sham group, the SCI group, and the SCI + TD139 group on the 7th day after SCI (Figure 4F). Compared with the Sham group, expression levels of ATG7 in the SCI group increased (Figure 4G), whereas the P62 level decreased (Figure 4H), and the LC3 II/I ratio increased (Figure 4I), suggesting elevated autophagy level post-SCI. Furthermore, compared to the SCI group, expression levels of ATG7 decreased in the SCI + TD139 group (Figure 4G), while P62 expression and LC3 II/I ratio remained unchanged (Figures 4H, I). These results indicate that inhibition of GAL3 reduced autophagy levels at the injured site in rats.

### 3.4 GAL3 interacts with CDC42 to regulate neuronal autophagy

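The neuron dataset came from spinal cord neurons of neonatal Sprague-Dawley rats, which were cultured for 3 days before the injury model. It held 3 libraries of the Glu + siR-Con group, transfected with a control small interfering RNA (siRNA), and 3 libraries of the Glu + siR-GAL3 group, transfected with an siRNA against GAL3. According to the paper, both groups received 10 μM glutamate for 1 h and were then kept for 16 h without glutamate. The sample labels gave the same exposure for the Glu + siR-GAL3 libraries but saline, which is 0 μM glutamate, for the Glu + siR-Con libraries, and they called the GAL3 samples a knockout. The design text of the dataset calls the Glu + siR-Con libraries glutamate-treated, as the paper does. The libraries were grouped as the paper describes them. The authors counted reads on genes, converted the counts to FPKM and then removed batch effects, standardized the values and corrected them for differences within groups. The deposited matrix held 17648 genes and was on a linear scale derived from FPKM. Of its 105888 values, 3.86% were below 0. The column totals lay between 64313 and 64714 and the 3 siR-Con libraries shared their highest value with 2 of the siR-GAL3 libraries, so the sequencing depth of each library is unknown and every SD given here is the spread left after the authors' correction within groups. Exactly equal values also divided the libraries into 3 sets. The first set held siR-Con replicate 1 and siR-GAL3 replicate 1, the second held siR-Con replicates 2 and 3 and siR-GAL3 replicate 3, and siR-GAL3 replicate 2 stood alone. Libraries of one set shared between 1312 and 1463 values that were not 0, and libraries of different sets shared between 238 and 264. For the tests, values below 0 were set to 0, log2(value + 1) was taken, and the 8495 genes with a mean of at least 1 were fitted with limma. A fold change on this scale understates the change of low genes. The targeted gene, listed as LGALS3, had values of 77.4, 54.4 and 62.4 in siR-Con replicates 1, 2 and 3, and of -1.64, 32.3 and 18.5 in siR-GAL3 replicates 1, 2 and 3. Its mean was 64.8 ± 11.7 (SD, n = 3) in the Glu + siR-Con group and 16.4 ± 17.1 (SD, n = 3) in the Glu + siR-GAL3 group, which was 74.7% lower. In limma, the log2 fold change of LGALS3 was -2.91 (standard error 1.20, unadjusted p = 0.0462, Benjamini-Hochberg adjusted p = 0.571). The value below 0 in siR-GAL3 replicate 1 weighed on this estimate, and without that library the log2 fold change was -1.35. Both sets that held both groups had lower LGALS3 in siR-GAL3, and with the library set as a block, a fit chosen after seeing the data, the log2 fold change was -3.61. The block fit gives no weight to siR-GAL3 replicate 2, which is alone in its set, so the value below 0 weighs on it as well. Every siR-GAL3 library lay below every siR-Con library (exact permutation test, two-sided p = 0.1, the smallest that 3 against 3 allow).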

To delve deeper into the specific role of GAL3 in the mechanism of spinal cord neuron injury, we extracted RNA from Glu + siR-Con and Glu + siR-GAL3 neurons for sequencing analysis. 

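Among the 8495 genes tested, 27 had |log2 fold change| > 1 with an unadjusted P < 0.05 in limma, 22 of them higher and 5 lower in the Glu + siR-GAL3 group. No gene had a Benjamini-Hochberg adjusted p under 0.05, and the smallest adjusted p was 0.0695. At an unadjusted p under 0.05 there were 736 genes, 375 higher and 361 lower. Among genes with |log2 fold change| > 1, a mean of at least 5 and no overlap between groups, those higher in siR-GAL3 with the smallest p were CTSZ, B2M, IFI27, SPP1 and LCN2, and LGALS3 was the only lower one. CTSZ was 8.26 ± 1.30 (SD, n = 3) in Glu + siR-Con and 17.6 ± 1.48 (SD, n = 3) in Glu + siR-GAL3, a log2 fold change of 1.02 (standard error 0.12). B2M rose from 32.6 ± 6.73 to 72.5 ± 6.76 (SD, n = 3 each), a log2 fold change of 1.14. IFI27 rose from 2.08 ± 1.26 to 11.6 ± 2.68 and SPP1 from 47.4 ± 13.1 to 95.3 ± 8.26 (SD, n = 3 each). LCN2 was 11.4 in siR-Con replicate 1 but was listed below 0 in siR-Con replicates 2 and 3, at -6.88 and -7.57, and between 19.6 and 25.8 in the siR-GAL3 libraries. Of the alternatives, omitting the log transformation moved the number of genes most. In limma without the intensity trend on the values as deposited and on all 17648 genes, where the threshold of 1 is a difference of 1 unit of expression, 316 genes passed, 151 higher and 165 lower. Of these 316 genes, 21 were among the 27, and 26 had |log2 fold change| above 1. Their median |log2 fold change| was 0.31, and their median expression value was 8.70, against 0.909 over all genes. With the library set as a block, 28 genes passed on the log2 scale and 106 had an adjusted p under 0.05. Without siR-GAL3 replicate 2, which lay apart from the other libraries on the first principal component (65.2% of the variance), 29 genes passed and 167 had an adjusted p under 0.05. The block also takes siR-GAL3 replicate 2 out of the comparison, since it is alone in its set, so these fits are not separate checks.

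**Figure D1:**
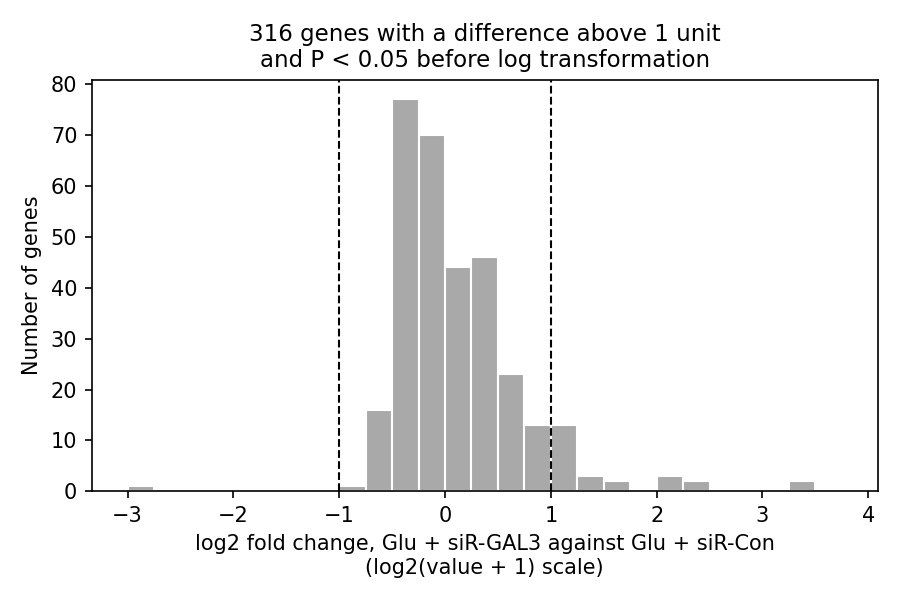
Distribution of the log2 fold change, on the log2(value + 1) scale, of the 316 genes with a difference above 1 unit and an unadjusted P < 0.05 before log transformation. The horizontal axis is the log2 fold change of Glu + siR-GAL3 against Glu + siR-Con, the vertical axis is the number of genes, and the dashed lines mark -1 and 1. Of the 316 genes, 290 lie between the dashed lines.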

The volcano plot revealed 316 DEGs, with 151 up-regulated and 165 down-regulated genes (Figure 5A). Further, BP of GSEA showed significant enrichment in genes linked to autophagy mechanisms like *Go: 0010506 Regulation of autophagy* and *Go: 0061684 Chaperone-mediated autophagy* (Figure 5B). 

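Membership of the GO terms was not used here, and lists of autophagy genes written before the data were examined stood in for them. Of 50 genes of the autophagy machinery, 45 could be tested. Their median log2 fold change in Glu + siR-GAL3 against Glu + siR-Con was 0.01 (quartiles -0.08 and 0.10), with 24 genes higher and 21 lower. The list did not stand apart from the other genes in limma's camera test with a preset correlation of 0.01 (p = 0.975), with an estimated correlation (p = 0.971) or in the rotation test fry (p = 0.749). The sign of this median changed between settings, for example to -0.00212 after median-ratio scaling of the libraries. The 3 members with the smallest p were LAMP1, OPTN and VMP1, with log2 fold changes of -0.29, -0.17 and 0.19. For chaperone-mediated autophagy, 15 of 16 genes were tested. Their median log2 fold change was -0.03 (quartiles -0.09 and 0.04), with 7 genes higher and 8 lower. With each library left out in turn, this median lay between -0.059 and -0.0027 and the camera p between 0.058 and 0.366. In an exact permutation over the 10 splits of the 6 libraries into 3 and 3, a median as far from 0 was found in 4 splits, the real one included, where camera gave p = 0.186 and fry p = 0.103. The members with the smallest p were GFAP, CLU and PHLPP1, with log2 fold changes of -0.31, -0.16 and -0.13. In neither list did a gene have an adjusted p under 0.05, adjusted over all genes or adjusted over the list alone. An unadjusted p under 0.05 was found for 2 genes of the autophagy list and 1 of the chaperone-mediated list. The paper states from its own enrichment analysis that genes linked to autophagy were enriched.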

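Of the 29 core nodes, the genes linked directly to GAL3 in the protein interaction network of Figure 5C, 28 were listed in the matrix under that name, and 26 of these had a mean of at least 1. In the Glu + siR-GAL3 group, 19 of the 26 were higher and 7 were lower. The 7 lower genes were CLU, LAMP1, CDC42, CTNNB1, CD4, CSF1 and JUN, and the 2 genes with a lower mean, SIGLEC1 and LILRB4, were higher. LAMP1 fell from 189.7 ± 15.4 (SD, n = 3) to 155.2 ± 8.76 (SD, n = 3), and siR-Con replicates 2 and 3 were listed at the same LAMP1 value, 180.8. CLU fell from 65.2 ± 2.34 to 58.4 ± 2.66 and CTNNB1 from 51.2 ± 0.933 to 43.96 ± 4.13 (SD, n = 3 each). CD4 fell from 2.88 ± 0.711 to 1.80 ± 0.185, CSF1 from 8.50 ± 0.152 to 6.98 ± 1.01 and JUN from 16.1 ± 0.480 to 14.6 ± 0.849 (SD, n = 3 each). Their log2 fold changes were -0.45 for CD4, -0.26 for CSF1 and -0.13 for JUN, and they stayed below 0 with each library left out in turn. No core node had an adjusted p under 0.05 over all genes tested in limma, and 22 had an unadjusted p under 0.05. With the library set as a block, 7 core nodes had an adjusted p under 0.05 over all genes, and without siR-GAL3 replicate 2 there were 9. Adjusted over the list alone, 21 of the 26 had an adjusted p under 0.05. The study chose the list on these libraries, so that number is not independent evidence. On the log2 scale, 5 core nodes passed both criteria, LYZ2, LCN2, SPP1, LGALS3BP and LGALS9, the last of which is named here only after its values were seen. Without log transformation and without a filter, all 28 passed.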

To establish connections between these 316 DEGs and GAL3, PPI analysis via the STRING website identified 29 core nodes interacting with GAL3, where 25 core nodes exhibited up-regulation, excluding Clu, Lamp1, Cdc42, and Ctnnb1 (Figure 5C). 

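Besides CDC42, the genes shared with the SCI dataset in Figure 6A were AIF1, ANXA1, ARPC1B, CAPG, CYBA, LGALS3BP and LYZ2. In the neuron dataset all 7 were higher in each Glu + siR-GAL3 library than in each Glu + siR-Con library (exact permutation test, two-sided p = 0.1 for each gene, the smallest that 3 against 3 allow). The study chose these genes, as core nodes, on the same libraries, so their separation and p-values are not independent evidence. None of the 26 core nodes tested overlapped between the groups. AIF1 rose from 1.76 ± 0.0883 to 3.12 ± 0.558 and CAPG from 5.82 ± 0.488 to 8.98 ± 1.19 (SD, n = 3 each), with log2 fold changes of 0.57 and 0.55. CYBA and ANXA1 had log2 fold changes of 0.53 and 0.47. The smallest change was that of ARPC1B, from 13.4 ± 1.59 to 15.9 ± 0.426 (SD, n = 3 each), a log2 fold change of 0.23. LGALS3BP was 3.03 in siR-Con replicate 1, 0.0164 and 0.00757 in siR-Con replicates 2 and 3, and between 5.54 and 8.92 in the siR-GAL3 libraries. LYZ2 was 15.1 in siR-Con replicate 1, was listed below 0 in siR-Con replicates 2 and 3, at -6.30 and -7.91, and was between 22.6 and 30.9 in the siR-GAL3 libraries. In limma, the adjusted p of the 7 genes ranged from 0.149 for AIF1 to 0.541 for ARPC1B. It was under 0.05 with the library set as a block for AIF1 (0.0196), CAPG (0.0302) and LGALS3BP (0.0430).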

Subsequently, by overlapping 29 core nodes with 22 core nodes from the SCI dataset, eight core genes were screened out using a Venn diagram (Figure 6A). However, only CDC42 showed an upregulation with GAL3 in the SCI dataset, and down-regulated in the siR-GAL3-treated neuron dataset. Additionally, the expression level of GAL3 positively correlated with CDC42 expression in both the SCI dataset (R^2^ = 0.712, *P* < 0.001) (Figure 6B) and the siR-GAL3-treated neuron dataset (R^2^ = 0.809, *P* = 0.0146) (Figure 6C). Furthermore, Co-IP experiments confirmed the interaction between GAL3 and CDC42 (Figure 6D).

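In the neuron dataset, CDC42 was 71.2, 71.7 and 71.1 in siR-Con replicates 1, 2 and 3, and 65.7, 59.1 and 65.2 in siR-GAL3 replicates 1, 2 and 3. The means were 71.4 ± 0.305 (SD, n = 3) and 63.3 ± 3.70 (SD, n = 3), so that CDC42 was 11.3% lower in the Glu + siR-GAL3 group. Each siR-GAL3 library lay below each siR-Con library, which is the smallest two-sided p that an exact permutation test of 3 against 3 allows, 0.1. The study chose CDC42, as a core node, on these libraries, so the separation is not independent evidence. The log2 fold change in limma was -0.17 (standard error 0.07, unadjusted p = 0.0448, adjusted p = 0.568), which did not reach the threshold of 1 on the log2 scale. On the values without log transformation the difference was -8.03 units, which passed a threshold of 1 unit. With each library left out in turn the log2 fold change stayed between -0.20 and -0.12, and its unadjusted p was under 0.05 in only 1 of these 6 fits, the one without siR-GAL3 replicate 2. Within the first library set CDC42 was 65.7 in siR-GAL3 and 71.2 in siR-Con, and within the second set it was 65.2 in siR-GAL3 against 71.7 and 71.1 in siR-Con. The lowest value, that of siR-GAL3 replicate 2, had no control in its set. With the library set as a block, the log2 fold change was -0.12 (unadjusted p = 0.0620 in limma). The values for the SCI dataset were not analysed here.

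**Figure D2:**
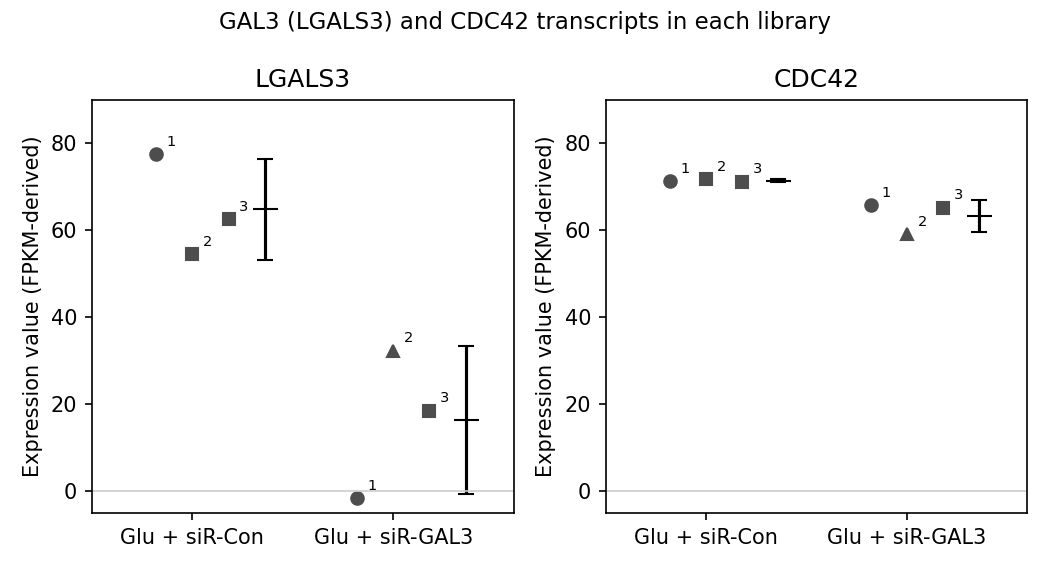
Expression values, derived from FPKM, of GAL3 (LGALS3, left) and CDC42 (right) in the 3 Glu + siR-Con and 3 Glu + siR-GAL3 libraries. Each point is a library with its replicate number, circles and squares mark the first and second library sets and the triangle the set of siR-GAL3 replicate 2 alone, and the bars give the mean ± SD of each group. CDC42 lies between 71.1 and 71.7 in siR-Con and between 59.1 and 65.7 in siR-GAL3.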

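Over the 6 libraries of the neuron dataset, with the values of LGALS3 and CDC42 paired by library as deposited, Pearson's r was 0.639 and R squared was 0.409 (exact permutation of the 720 pairings, two-sided p = 0.179). Spearman's rho was 0.600 (exact permutation p = 0.242). This was the only pair of genes tested, so no adjustment was made. LGALS3 and CDC42 differed in the same direction in 10 of the 15 pairs of libraries. Without the 2 libraries farthest from the median of LGALS3, siR-GAL3 replicate 1 and siR-Con replicate 1, r was 0.735 over 4 libraries (exact permutation p = 0.333). With each library left out in turn, r lay between 0.554 and 0.915, and the highest value came without siR-GAL3 replicate 2. On log2(value + 1), the alternative that lowered it most, r was 0.343 and R squared was 0.117 (exact permutation p = 0.547). Within each group the relation ran the other way, with r of -0.622 over the 3 siR-Con libraries and -0.851 over the 3 siR-GAL3 libraries, and 3 libraries are too few for a test. With the group means removed, r was -0.729 (exact permutation within groups, 36 pairings, p = 0.278). The library sets held at most 3 libraries each, too few for a value of their own. From the correlations in both datasets and the opposite direction of CDC42 in them, the paper proposes that GAL3 might regulate CDC42 in neuronal autophagy.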

**FIGURE 5:**
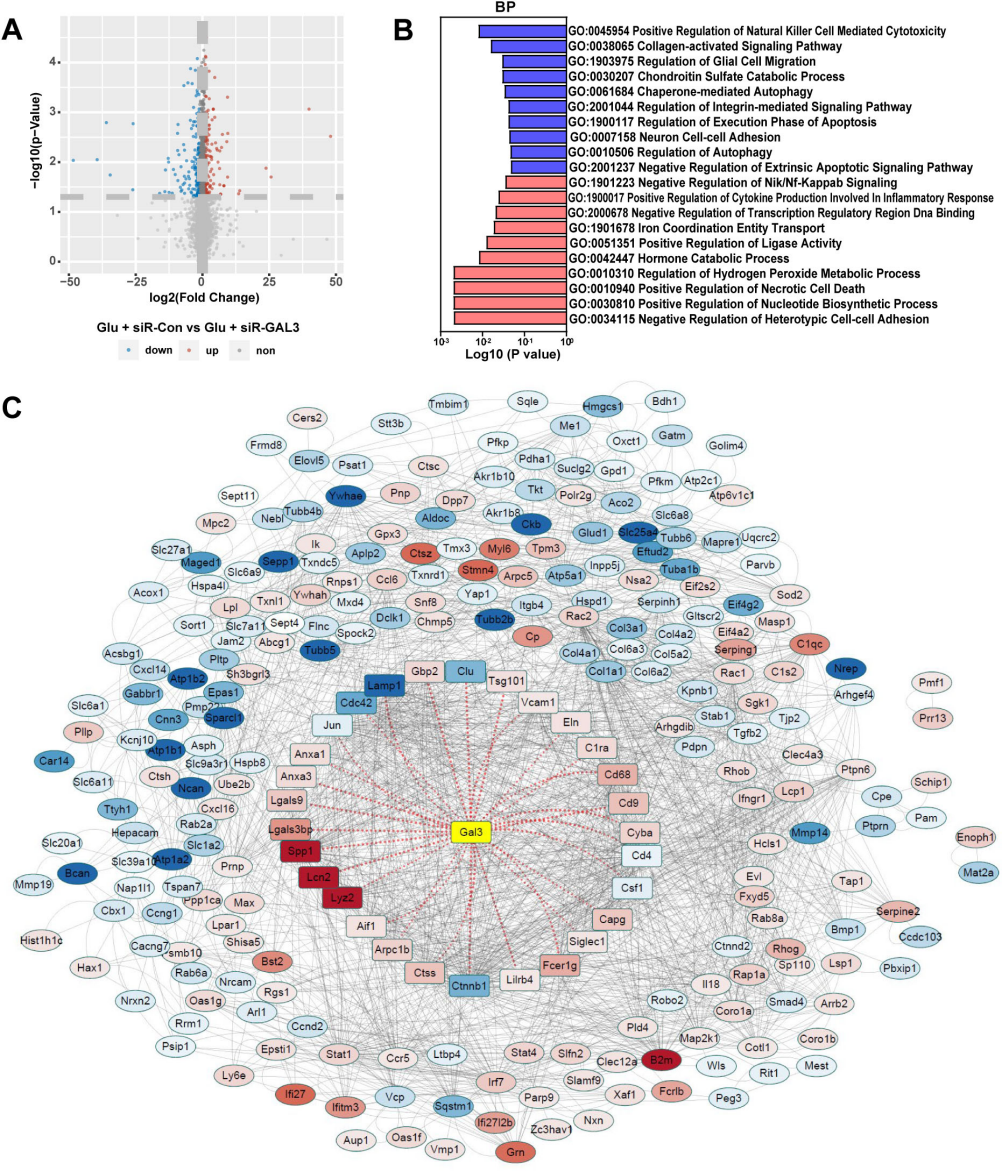
Sequencing analysis of spinal cord neurons with galectin-3 (GAL3) knocked down. **(A)** Volcano map shows differential expression genes (DEGs) in the neuron dataset. **(B)** Biological process (BP) analysis of Gene Set Enrichment Analysis (GSEA) in the neuron dataset. Each column represents the *P*-value score of the pathway between the Sham group and the spinal cord injury (SCI) group, with red indicating upregulation of the pathway in the SCI group, and blue indicating downregulation. **(C)** The Protein-Protein Interaction Networks (PPI) analysis of DEGs in the neuron dataset. In the PPI nodes, red indicates that the expression level increases and blue indicates that the expression level decreases. The darker the color, the greater the differential expression multiple.

**FIGURE 6:**
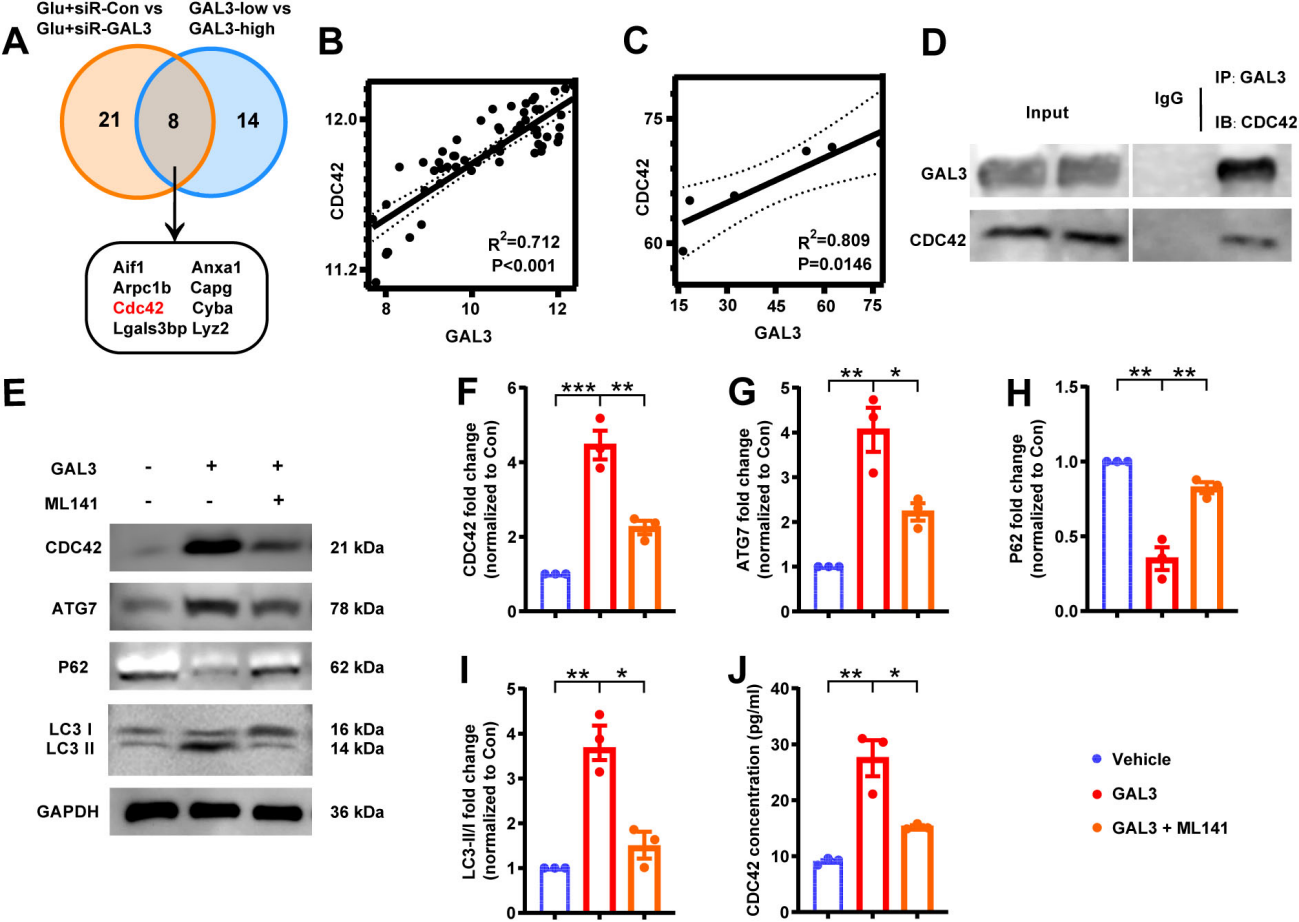
Galectin-3 (GAL3) interacts with Cell-division-cycle-42 (CDC42) to regulate neuronal autophagy. **(A)** Intersected 29 core nodes from the neuron dataset with 22 core nodes from the spinal cord injury (SCI) dataset by the Venn diagram. **(B)** Correlation analysis between GAL3 and CDC42 expression level in SCI dataset. **(C)** Correlation analysis between GAL3 and CDC42 expression level in the neuron dataset. **(D)** Co-immunoprecipitation (Co-IP) shows a direct interaction between GAL3 and CDC42 in the glutamate-induced neuronal damage model. **(E)** Western blot shows the expression of CDC42, ATG7, P62, and LC3 II/I. **(F–I)** Quantification of western blot detection of CDC42 **(F)**, ATG7 **(G)**, P62 **(H)**, and LC3 II/I **(I)**. One-way ANOVA, *n* = 3/group. **(J)** Enzyme-linked immunosorbent assay (ELISA) detection of CDC42 in cell supernatant of GAL3-injury model. Unpaired Student’s *t*-test, *n* = 3/group. *P < 0.05, **P < 0.01, ***P < 0.001.

Then we stimulated neurons with GAL3 and detected the expression levels of CDC42 and autophagy markers. Western blot analysis showed, compared to the control group, expression levels of CDC42 and ATG7 increased, P62 expression decreased, and the LC3 II/I ratio increased in the GAL3 group (Figures 6E–I). However, the GAL3 + ML141 (the CDC42 molecular inhibitor) group displayed lower autophagy levels than the GAL3 group (Figures 6E–I). In addition, we detected the expression level of CDC42 in the supernatant of neurons, which followed a similar trend as the western blot (Figure 6J). These data indicate that GAL3 promotes neuron autophagy, and inhibition of CDC42 suppresses GAL3-induced autophagy.

### 3.5 SCI increases CDC42 expression in spinal neurons

We detected the expression level of CDC42 in rats post-SCI. We found an increase in both the mRNA level and protein level of CDC42 in the spinal cord tissue after SCI, peaking on the third day post-SCI, followed by a decrease over time (Figures 7A–C). Immunofluorescence analysis of spinal cord tissue showed co-localization of CDC42 within neurons in the ventral horn, statistically significant on the 3rd, 7th, and 14th days post-SCI (Figures 7D, E). Moreover, post 3rd-day of SCI immunofluorescence analysis showed a lack of co-localization between CDC42 and GFAP or IBA1 (Figures 7F, G). Similarly, in the glutamate-induced neuron injury model, both mRNA and protein expression levels of CDC42 were increased (Figures 7H-J), with an increased fluorescence intensity observed (Figures 7K, L), indicating a potential role of CDC42 in SCI.

**FIGURE 7:**
Spinal cord injury (SCI) increases Cell-division-cycle-42 (CDC42) expression in spinal neurons. **(A)** Relative expression level of CDC42 mRNA in rats after SCI. One-way ANOVA, *n* = 3/group. **(B)** Western blot analysis of CDC42 protein in rats after SCI. **(C)** Relative expression level of CDC42 protein in rats after SCI. One-way ANOVA, *n* = 3/group. **(D)** Co-localization of CDC42 and neuronal marker NeuN after SCI observed by immunofluorescence microscopy. **(E)** Fluorescence intensity of CDC42 after SCI in rats. One-way ANOVA, *n* = 3/group. **(F)** Double staining of CDC42 and astrocytes marker glial fibrillary acidic protein (GFAP) after SCI. **(G)** Double staining of CDC42 and microglial marker IBA1 after SCI. **(H)** Relative expression level of CDC42 mRNA in the glutamate-stimulated spinal cord neurons. Unpaired Student’s *t*-test, *n* = 3/group. **(I)** Western blot analysis of CDC42 protein in neurons. **(J)** Relative expression level of CDC42 protein in the neuron injury model. Unpaired Student’s *t*-test, *n* = 3/group. **(K)** Expression of CDC42 observed in the neuron injury model by immunofluorescence microscopy. **(L)** Fluorescence intensity of CDC42 in the neuron injury model. Unpaired Student’s *t*-test, *n* = 3/group. *P < 0.05, **P < 0.01, ***P < 0.001.

### 3.6 CDC42 contributes to SCI-induced motor function impairment

To explore the mechanism of CDC42 in SCI, we injected siR-CDC42 and the CDC42 molecular inhibitor ML141, into the injured site of SCI rats, observing the recovery of hind limb motor function. The knock-down efficiency of siR- CDC42 resulted in an 85% reduction in CDC42 mRNA levels (Figure 8A), and a 50% decline in secreted CDC42 (Figure 8B). Analysis of BBB locomotor scores and inclined plane experiments revealed that siR-CDC42 and ML141 injection indeed promoted the recovery of motor function in SCI rats (Figures 8 C, D).

**FIGURE 8:**
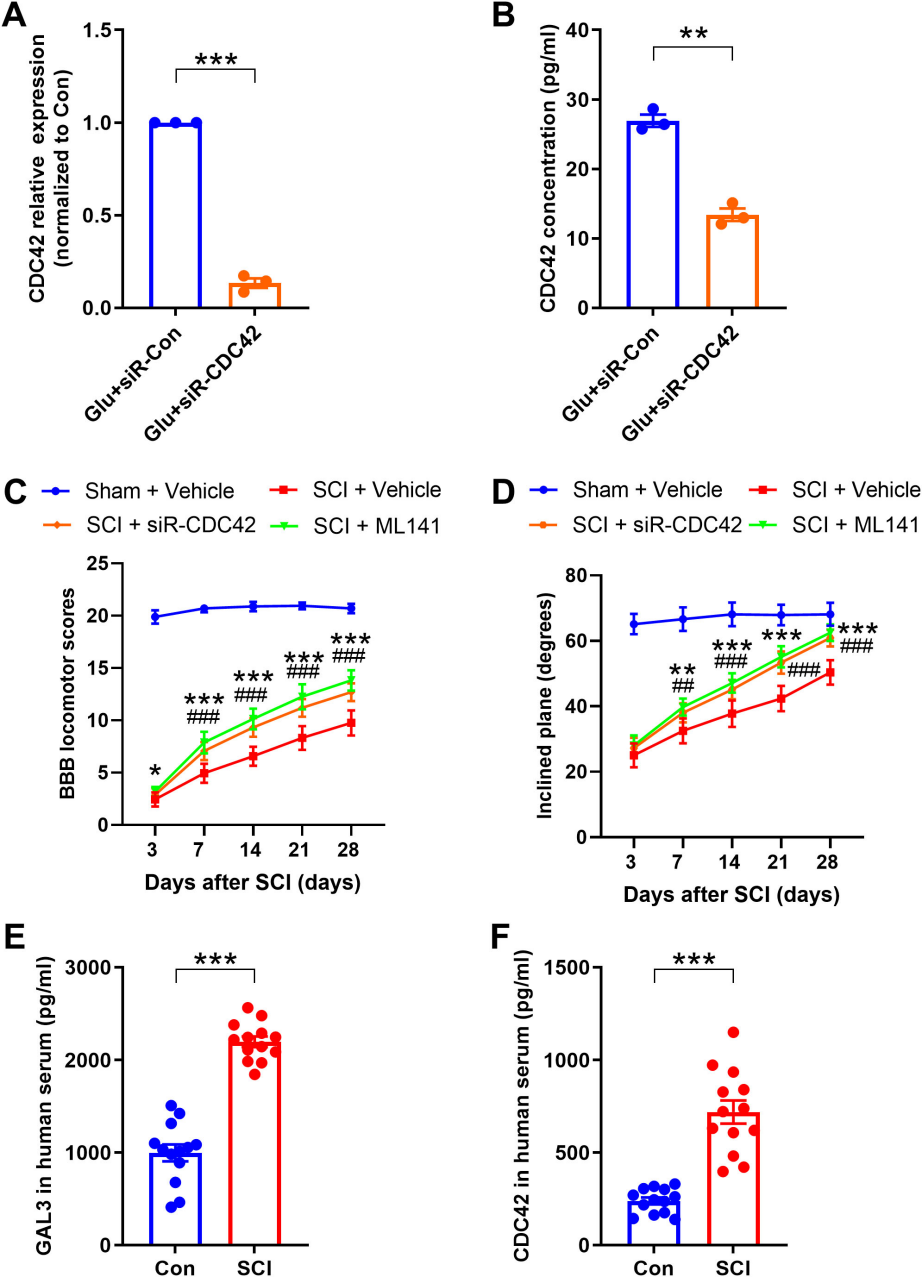
Cell-division-cycle-42 (CDC42) contributes to spinal cord injury (SCI)-induced motor function impairment. **(A)** The mRNA level after siR-CDC42 treatment. Unpaired Student’s *t*-test, *n* = 3/group. **(B)** Enzyme-linked immunosorbent assay (ELISA) shows the secretory CDC42 in the supernatant of neurons after siRNA treatment. Unpaired Student’s *t*-test, *n* = 3/group. **(C)** The Basso-Beattie-Bresnahan (BBB) locomotor scores were increased after siR-CDC42 and ML141 treatment. Two-way Repeated Measures ANOVA, *n* = 8/group. **(D)** The inclined plane angles were increased after siR-CDC42 and ML141 treatment. Two-way Repeated Measures ANOVA, *n* = 8/group. When SCI + siR-CDC42 group was compared with SCI + Vehicle group, *P < 0.05, **P < 0.01, ***P < 0.001; when SCI + ML141 group was compared with SCI + Vehicle group, ##*P* < 0.01, ###*P* < 0.001. **(E,F)** Detection of the protein expression level of galectin-3 (GAL3) **(E)** and CDC42 **(F)** in serum of healthy volunteers and SCI patients by ELISA. Unpaired Student’s *t*-test, *n* = 8/group. ***P < 0.001.

Finally, to understand the expression trend of GAL3 and CDC42 in human serum post-SCI, we collected samples from 8 individuals with SCI and 8 healthy controls. We found higher levels of GAL3 and CDC42 in the serum of SCI patients compared to those in the control group (Figures 8E, F).

## 4 Discussion

In this study, we discovered an increase in GAL3 expression in spinal neurons following SCI. Furthermore, both the knockdown and inhibition of GAL3 not only facilitated motor function recovery after SCI but also resulted in a reduction in neuronal autophagy. Through the application of bioinformatics analysis and Co-IP, we identified a novel interaction between GAL3 and CDC42. The administration of CDC42 inhibitor ML141 effectively countered GAL3-mediated enhancement of neuronal autophagy, leading to a decrease in the expression of autophagy markers, and an improvement in motor function recovery in rats with SCI. Notably, we detected heightened levels of GAL3 and CDC42 in the serum of SCI patients. These findings indicate the involvement of GAL3 and CDC42 in neuronal autophagy after SCI, underscoring the potential therapeutic targets of GAL3/CDC42 for enhancing recovery from SCI.

Previous studies demonstrated that GAL3 is upregulated in various human conditions such as Alzheimer’s disease and stroke (Al-Dalahmah et al., 2020; Tan et al., 2021), as well as in rodent models including Alzheimer’s disease, multiple sclerosis, stroke, and hypoxia/ischemia (Akazawa et al., 2004; Boza-Serrano et al., 2019; Walther et al., 2000; Young et al., 2014). In the mice model, GAL3 inhibitors have demonstrated significant efficacy in reducing renal injury in various conditions (Wang F. et al., 2023). Studies indicate mice lacking GAL3 in immune effector cells exhibited milder symptoms of type 1 diabetes (Mensah-Brown et al., 2009). Moreover, inhibition of GAL3 improved the conditions associated with nervous system diseases. In rats, GAL3 inhibition is linked to alleviated neuropathic pain after peripheral nerve injury (Ma et al., 2016). GAL3 knockout mice exhibited decreased stroke size and improved functional outcomes after a stroke (Rahimian et al., 2018; Soares et al., 2021), while loss of GAL3 function can diminish symptoms of neurodegenerative diseases such as Alzheimer’s (Soares et al., 2021). In addition, GAL3 knockout mice subjected to hypoxia/ischemia displayed reduced loss of neuronal cell volume, as well as diminished regional damage of the hippocampus and striatum (Doverhag et al., 2010). Our research has shown that inhibiting GAL3 facilitates the recovery of motor function after SCI, aligning with the previously mentioned findings.

Our GSEA of biological functions revealed a significant connection between elevated GAL3 expression and programmed cell death in our single-gene bioinformatics analysis of tissue samples post-SCI. Despite previous studies demonstrating GAL3’s involvement in autophagy mechanisms (Alvarez-Valadez et al., 2021; Zheng et al., 2023), there remains a plethora of investigations revealing conflicting associations between GAL3 and autophagic flux (Li et al., 2020; Mansour et al., 2022; Weng et al., 2018). One study indicated that shR-GAL3-treated melanoma cells exhibit a high level of accumulated LC3-II compared to melanoma cells expressing GAL3, resulting in an increased autophagy flux rate (Bustos et al., 2018). Zhao et al. observed more pronounced autophagy enhancement in GAL3 knockdown rat renal tubular epithelial cells than in cells overexpressing GAL3 (Zhao et al., 2023). In addition, a recent study found that treating THP-1 cells with siR-GAL3 led to an increase in the number of autophagosomes, a decrease in the expression level of P62, an increase in the expression level of Beclin1, and an elevated ratio of LC3-II/I (Wang Z. et al., 2023).

In contrast, some reports indicate that inhibiting GAL3 results in autophagy impairment under diverse experimental conditions (Da Silva et al., 2020; Jia et al’s., 2020; Khan et al., 2021; Yun et al., 2020). For example, Khan et al. (2021) reported that siR-GAL3 down-regulates autophagic vesicle trafficking, and Yun et al. (2020) observed a significant decrease in the number of autophagic vesicles following GAL3 inhibition using electron microscopy. Jia et al’s. (2020) research on lysosomal membrane repair provided additional support by demonstrating a reduction in autophagy efficiency in the absence of GAL3. Da Silva et al. (2020) reported that inhibiting GAL3 expression in pancreatic cell lines resulted in decreased levels of LC3. The outcomes of these studies suggest that the involvement of GAL3 in the formation of autophagic vesicle membranes and lysosomal membranes may contribute to the observed effects (Alvarez-Valadez et al., 2021). Our study aligns with these studies, as we observed that reducing GAL3 protein expression levels resulted in decreased autophagy levels in both *in vivo* and *in vitro* spinal neurons.

Autophagy is crucial in maintaining the balance between the production and degradation of cellular components under normal conditions. However, following nerve injury, autophagy dysregulation occurs, exhibiting both beneficial and detrimental roles due to dynamic environmental changes and underlying mechanisms (Wu and Lipinski, 2019). In this study, we used three autophagy markers-ATG7, P62, and LC3 to monitor the regulation of neuronal autophagy. ATG7, an indispensable enzyme in the autophagy process, collaborates with other ATG proteins to oversee the autophagic process (Collier et al., 2021). P62 levels serve as an indicator of autophagy-dependent degradation rate: low P62 levels indicate high autophagy flux (high degradation), while elevated P62 levels indicate a diminished autophagy flux (inhibition of degradation) (Katsuragi et al., 2015). Notably, the autophagy marker LC3-II exhibited an increase several hours post-SCI (Hao et al., 2013; Liu et al., 2015; Liu et al., 2018), persisting for about 60 days after the injury (Berliocchi et al., 2015; Munoz-Galdeano et al., 2018; Salminen et al., 2013; Zhang et al., 2013, 2014). Moreover, in rat and mouse SCI models, LC3 and P62 accumulate more prominently in motor neurons near the impact site compared to dorsal horn sensory neurons (Liu et al., 2015, 2018; Munoz-Galdeano et al., 2018).

By integrating the results into the PPI analysis from the SCI dataset and the GAL3-knocked-down neuron dataset, we identified a potential interaction between GAL3 and CDC42 following neuron injury. Furthermore, our correlation analyses demonstrated that GAL3 up-regulated CDC42 in the SCI dataset and down-regulated it in the GAL3-knocked-down neuron dataset. Therefore, we postulated that GAL3 might regulate CDC42 to play a role in neuronal autophagy. Previous studies indicated the association between members of the galectin family and Rho GTPases. GAL3 knockdown effectively inhibited RhoA expression in hypoxic non-small cell lung cancer cells (Kataoka et al., 2019) and GAL1 knockdown inhibited Ras expression in specific cell types (Shih et al., 2019). Additionally, GAL3 was found to promote RhoA expression in human umbilical vascular endothelial cells (Chen et al., 2019).

Imbalances in Rho GTPases are linked to synaptic irregularity in various nervous system diseases, including Alzheimer’s, Huntington’s, Parkinson’s, amyotrophic lateral sclerosis, and schizophrenia (Aguilar et al., 2017; Datta et al., 2015; Stankiewicz and Linseman, 2014). Inhibition of Rho GTPases has been proven to reduce secondary injury after SCI, enhance axonal regeneration, and promote neurological function recovery (Forgione and Fehlings, 2014; Roy et al., 2021). In addition, the activation of the RhoA-ROCK signaling pathway in glial and immune cells contributes to CNS neurodegeneration (Koch et al., 2018). CDC42, a member of Rho GTPases, triggers downstream signals through interaction with the primary regulator Ras, influencing inflammation (Mosaddeghzadeh and Ahmadian, 2021). The deficiency of CDC42 has been associated with improved allergic airway inflammation (Yang et al., 2019), and CDC42 inhibitors have demonstrated the reversal of pro-inflammatory effects in macrophages (Ma et al., 2022). In our study, we observed that CDC42 molecular inhibitor ML141 inhibited neuronal autophagy stimulated by GAL3. Importantly, our Co-IP experiments revealed an interaction between GAL3 and CDC42 *in vitro* after neuronal injury, suggesting that the identified interaction might represent a key pathway through which GAL3 regulates CDC42’s involvement in neuronal autophagy.

However, the mechanism of CDC42 in autophagy has been relatively understudied, and there is limited literature on this topic. CDC42 often assumes an important role in apoptosis as a downstream effector. It has been reported that silencing CDC42 significantly promoted apoptosis and inhibited proliferation in bladder cancer cell (Li G. et al., 2022). Knocking down the expression of CDC42 in planarian increased epidermal cell apoptosis without affecting cell division (Yujia et al., 2019). In addition, some *in vitro* studies have highlighted a significant increase in apoptosis levels in CDC42 knock-down renal podocyte cultures (Huang et al., 2016). Notably, an *in vivo* study indicated that the CDC42 inhibitor promoted tumor autophagy and apoptosis in a mouse rhabdomyosarcoma xenotransplantation model (Li et al., 2021). While these findings provide new insights into understanding the autophagy mechanism of neurons following SCI, further research is needed to unravel the intricate regulatory mechanisms between CDC42 and autophagy. Nonetheless, our data contribute to the growing body of evidence indicating a close association between CDC42 and neuronal autophagy.

Our study revealed an upregulation of CDC42 following neuronal injury in both *in vivo* and *in vitro*. Inhibition of CDC42 function with ML141 post-SCI not only promoted motor functional recovery but also led to a reduction in autophagy levels. Notably, strategies targeting Rho family-controlled pathways, including those focusing on CDC42, have garnered attention in cancer treatment (Murphy et al., 2021), infectious diseases (Hong et al., 2013), and neurodegeneration (Aguilar et al., 2017; Barcia et al., 2012; Rong et al., 2020). In a mouse model of Parkinson’s disease, a CDC42 inhibitor inhibited microglial reaction and protected neurons from phagocytosis (Barcia et al., 2012). Additionally, increased CDC42 and Rac1 were observed in specific neuron populations in the brain of AD patients (Zhu et al., 2000). Our research underscores the neuroprotective effects of GAL3 and CDC42 inhibitors post-SCI, highlighting their potential as therapeutic targets in the treatment of SCI.

The analysis of serum samples from SCI patients in our study revealed an upregulation of GAL3 and CDC42 expression. This discovery suggests their potential significance in both diagnostic and therapeutic applications for SCI management. Notably, ongoing clinical or preclinical research by pharmaceutical and biotechnology companies is exploring inhibitors and antagonists targeting GAL3, with some of these strategies showing promise (Ahmed et al., 2023).

This study has several limitations that warrant consideration. While we observed an inverse correlation between post-SCI autophagy levels and neurological functional recovery, establishing direct causality remains unproven. Despite the confirmed protective effect of autophagy in the experimental model of traumatic SCI (Saraswat Ohri et al., 2018; Sekiguchi et al., 2012; Tang et al., 2014), the nuances of post-SCI autophagy still require further molecular mechanism exploration. Autophagy after SCI is affected by various factors, including injury severity, timing, inflammatory responses, and treatment methods. A comprehensive understanding of how these factors impact autophagy can contribute to the development of more effective SCI rehabilitation strategies. Interestingly, although the existence of sex-dependent differences in post-SCI recovery remains controversial (Osimanjiang et al., 2022), our current understanding indicates no significant sex-based variation in locomotor functional recovery in rodent SCI models (McFarlane et al., 2020). However, this observation does not preclude the potential influence of our single-sex study design on experimental outcomes. Also, the method employed in our study to inhibit GAL3 was not specific, it did indeed promote the recovery of motor function in SCI. In the future, we plan to explore the effects of motor function recovery in both sexes by targeting the inhibition of GAL3 expression in specific spinal motor neurons.

In summary, our data reveal a close association between GAL3 and CDC42 with autophagy following SCI. In addition, GAL3 induces autophagy in spinal cord neurons, and GAL3 interacts with CDC42 after neuronal injury. Moreover, our study presents novel evidence that inhibitors TD139 and ML141 effectively reduce autophagy, contributing to functional recovery post-SCI. Our data indicate the therapeutic potential of targeting GAL3/CDC42 for enhancing recovery from spinal cord injuries.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/, GSE274319.

# Supplementary material for: Galactin-3 regulation of CDC42 promotes neuronal autophagy following spinal cord injury
**Source:** Front Cell Neurosci. 2025 Oct 15;19:1622825. doi: 10.3389/fncel.2025.1622825
**Supplement:** Supplementary file 1

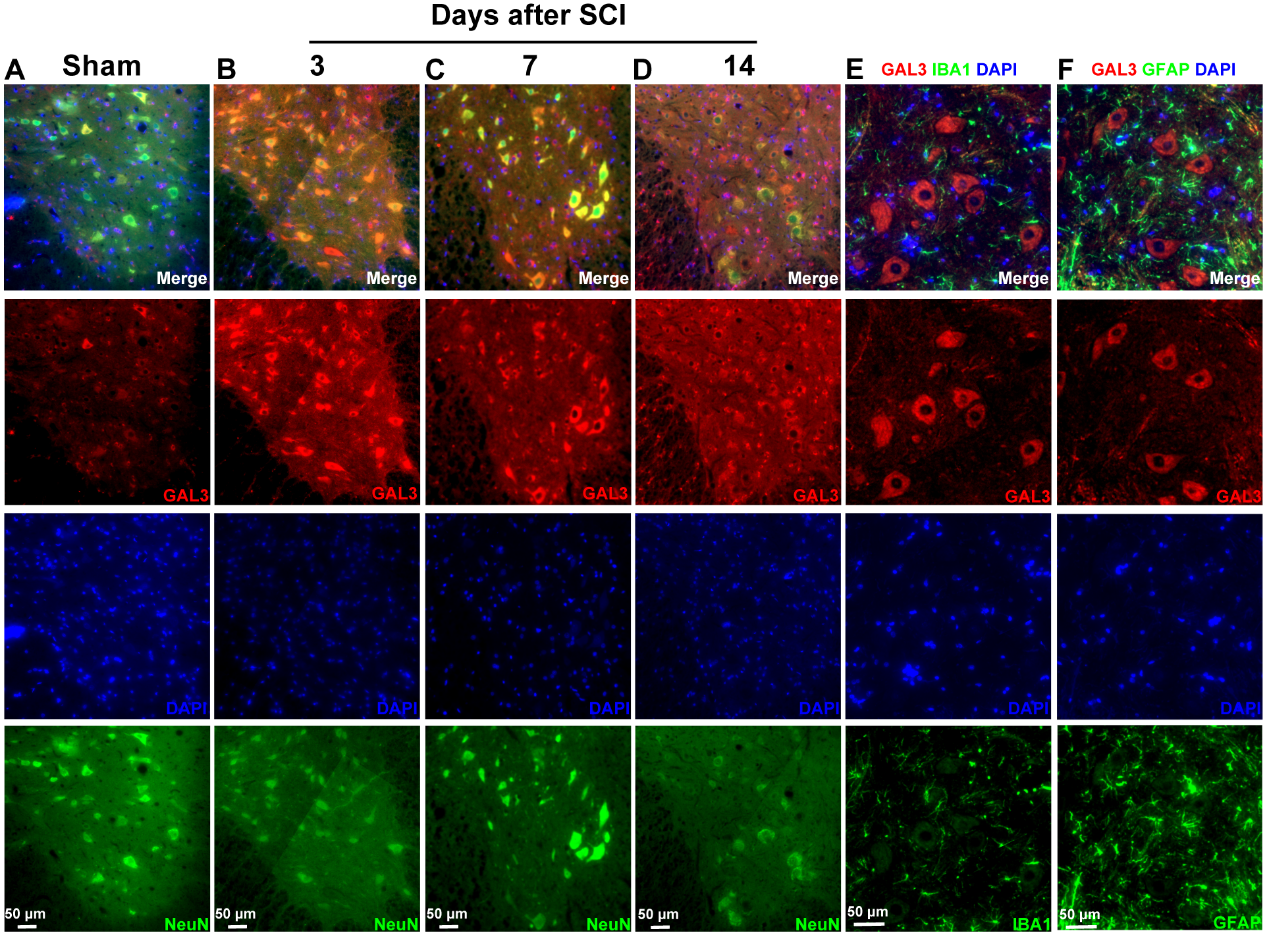

**Fig. S1** **Single-channel images of immunofluorescence microscopy in Figure 1**

**A,B,C,D** Immunofluorescence microscopy reveals GAL3 co-localization with NeuN sham-SCI or post-SCI. **E, F.** Immunofluorescence double staining of GAL3 and IBA1 (E) or GFAP (F) after SCI.

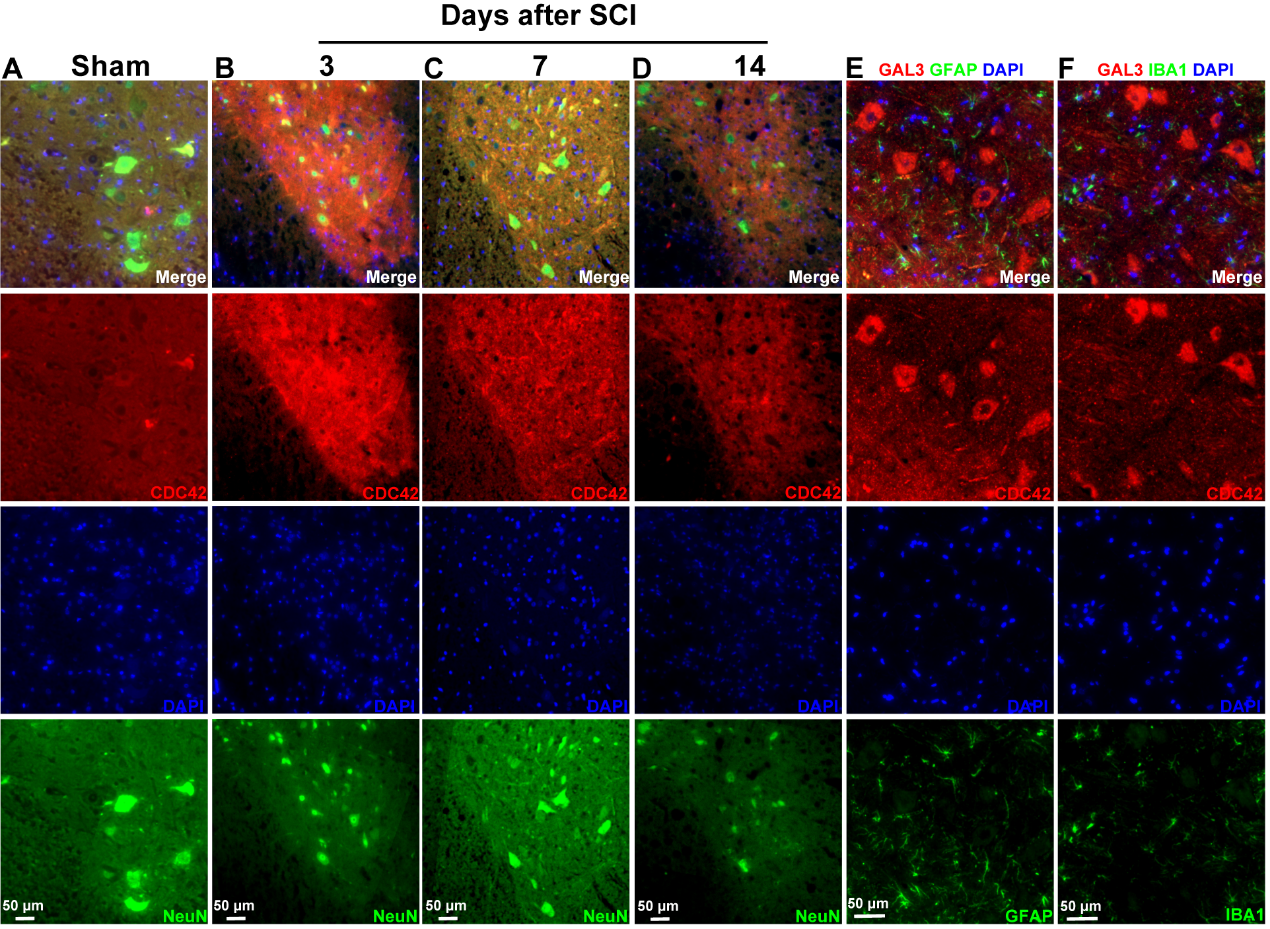

**Fig. S2** **Single-channel images of immunofluorescence microscopy in Figure 7**

**A,B,C,D** Immunofluorescence microscopy reveals CDC42 co-localization with NeuN sham-SCI or post-SCI. **E, F.** Immunofluorescence double staining of GAL3 and GFAP (E) or IBA1 (F) after SCI.

## 1．Sample collection and preparation

### 1.1 RNA isolation and qualification

RNA was extracted using the TRIzol method (Invitrogen, CA, USA) and treated with RNase-free DNase I (Takara, Kusatsu, Japan). RNA degradation and contamination was monitored on 1% agarose gels. RNA was quantified using Agilent 2100 Bioanalyzer (Agilent Technologies, CA, USA), the quality and integrity were assessed by NanoDrop spectrophotometer (Thermo Scientific, DE, USA).

### 1.2 Library preparation for Transcriptome sequencing

A total amount of 1.5 μg RNA per sample was used as input material for the RNA sample preparations. Sequencing libraries were generated using NEBNext® Ultra™ RNA Library Prep Kit for Illumina® (NEB, USA) following manufacturer’s recommendations and index codes were added to attribute sequences to each sample. Briefly, mRNA was purified from total RNA using poly-T oligo-attached magnetic beads. Fragmentation was carried out using divalent cations under elevated temperature in NEBNext First Strand Synthesis Reaction Buffer（5X）. First strand cDNA was synthesized using random hexamer primer and M-MuLV Reverse Transcriptase（RNase H）.

Second strand cDNA synthesis was subsequently performed using DNA Polymerase I and RNase H. Remaining overhangs were converted into blunt ends via exonuclease/polymerase activities. After adenylation of 3’ ends of DNA fragments, NEBNext Adaptor with hairpin loop structure were ligated to prepare for hybridization. In order to select cDNA fragments of preferentially 200-250 bp in length, the library fragments were purified with AMPure XP system (Beckman Coulter, Beverly, USA). Then 3 μl USER Enzyme (NEB, USA) was used with size-selected, adaptor-ligated cDNA at 37°C for 15 min followed by 5 min at 95°C before PCR. Then PCR was performed with Phusion High-Fidelity DNA polymerase, Universal PCR primers and Index (X) Primer. At last, PCR products were purified (AMPure XP system) and library quality was assessed on the Agilent Bioanalyzer 2100 system. The library preparations were sequenced on an Illumina Novaseq 6000 platform by the Beijing Allwegene Technology Company Limited (Beijing, China) and paired-end 150bp reads were generated.

## 2．Data analysis

### 2.1 Quality control

Raw data (raw reads) of fastq format were firstly processed through in-house perl scripts. In this step, clean data (clean reads) were obtained by removing reads containing adapter, reads containing ploy-N and low quality reads from raw data. At the same time, Q20, Q30, GC-content and sequence duplication level of the clean data were calculated. All the downstream analyses were based on clean data with high quality.

### 2.2 Mapping analysis

The adaptor sequences and low-quality sequence reads were removed from the data sets. Raw sequences were transformed into clean reads after data processing. These clean reads were then mapped to the reference genome sequence by STAR. Only reads with a perfect match or one mismatch were further analyzed and annotated based on the reference genome.

### 2.3 SNP calling

Picard - tools v1.41 and samtools v0.1.18 were used to sort, remove duplicated reads and merge the bam alignment results of each sample. GATK2 software was used to perform SNP calling. Raw vcffiles were filtered with GATK standard filter method and other parameters ( clusterWindowSize: 10; MQ0 >= 4 and (MQ0/(1.0*DP)) > 0.1; QUAL < 10; QUAL < 30.0 or QD < 5.0 or HRun > 5), and only SNPs with distance > 5 were retained.

### 2.4 Quantification of gene expression levels

HTSeq v 0.5.4 p3 was used to count the reads numbers mapped to each gene. 

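FPKM divides the fragments counted on a gene by the length of its transcript and by the number of fragments mapped in the library, so that genes of different length and libraries of different depth can be set side by side, and it is never below 0. The values of the neuron dataset analysed here were one step further on, since the methods add batch effect removal, standardization and a correction within groups, and the lowest value of a library ranged from -7.91 to -0.0831. They were therefore treated as expression values on a linear scale and not as FPKM.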

Gene expression levels were estimated by fragments per kilobase of transcript per million fragments mapped (FPKM). The formula is shown as follow:

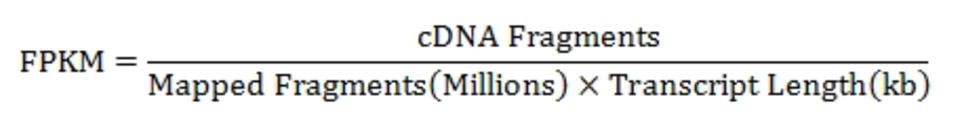

FPKM calculation formula

### 2.5 Differential expression analysis

**For the samples with biological replicates:**

Differential expression analysis of two conditions/groups was performed using the DESeq R package (1.10.1). DESeq provide statistical routines for determining differential expression in digital gene expression data using a model based on the negative binomial distribution. The resulting P values were adjusted using the Benjamini and Hochberg’s approach for controlling the false discovery rate. Genes with an adjusted P-value < 0.05 found by DESeq were assigned as differentially expressed.

**For the samples without biological replicates:**

Prior to differential gene expression analysis, for each sequenced library, the read counts were adjusted by edgeR program package through one scaling normalized factor. Differential expression analysis of two samples was performed using the DEGseq (2010) R package. Pvalue was adjusted using q value (Storey et al, 2003). qvalue < 0.005 & |log2（foldchange）| ≥1 was set as the threshold for significantly differential expression.

### 2.6 GO enrichment analysis

Gene Ontology (GO) enrichment analysis of the differentially expressed genes (DEGs) was implemented by the GOseq R packages based Wallenius non-central hyper-geometric distribution （Young et al, 2010），which can adjust for gene length bias in DEGs.

### 2.7 KEGG pathway enrichment analysis

KEGG (Kanehisa et al., 2008) is a database resource for understanding high-level functions and utilities of the biological system, such as the cell, the organism and the ecosystem, from molecular-level information, especially large-scale molecular datasets generated by genome sequencing and other high-throughput experimental technologies (http://www.genome.jp/kegg/). We used KOBAS (Mao et al., 2005) software to test the statistical enrichment of differential expression genes in KEGG pathways. **2.8 PPI (Protein Protein Interaction)**

The sequences of the DEGs was blast (blastx) to the genome of a related species (the protein protein interaction of which exists in the STRING database: http://string-db.org/) to get the predicted PPI of these DEGs. Then the PPI of these DEGs were visualized in Cytoscape (Shannon et al, 2005).

# References

1. Anders, S.(2010). HTSeq: Analysing high-throughput sequencing data with Python.(HTSeq)
2. Anders, S., and Huber, W. (2010). Differential expression analysis for sequence count data. Genome Biol.(DESeq)
3. Anders, S. and Huber, W. (2012). Differential expression of RNA-Seq data at the gene level-the DESeq package.(DESeq)
4. Kanehisa, M., M. Araki, et al. (2008). KEGG for linking genomes to life and the environment. Nucleic acids research.(KEGG)
5. Alexander Dobin, Carrie A.Davis, etal.(2013). STAR:ultra fast universal RNA-seqaligner.(STAR)
6. Langmead, B., Trapnell, C., Pop, M. & Salzberg, S.L. (2009). Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biol.(Bowtie)
7. Langmead, B. and S. L. Salzberg (2012). Fast gapped-read alignment with Bowtie 2. Nature methods.(Bowtie 2)
8. Mao, X., Cai, T., Olyarchuk, J.G., Wei, L. (2005). Automated genome annotation and pathway identification using the KEGG Orthology (KO) as a controlled vocabulary.
9. Bioinformatics.(KOBAS)
10. Marioni, J. C., C. E. Mason, et al. (2008). RNA-seq: an assessment of technical reproducibility and comparison with gene expression arrays. Genome research.
11. Marquez Y, Brown JW, Simpson C, Barta A, Kalyna M. (2012). Transcriptome survey reveals increased complexity of the alternative splicing landscape in Arabidopsis.
12. McKenna, A, Hanna, M, Banks, E, Sivachenko, A, Cibulskis, K, Kernytsky, A, Garimella, K, Altshuler, D, Gabriel, S, Daly, M, DePristo, MA. 2010. The Genome Analysis Toolkit: a
13. MapReduce framework for analyzing next-generation DNA sequencing data. Genome Research.(GATK)
14. Mortazavi, A., B. A. Williams, et al. (2008). Mapping and quantifying mammalian transcriptomes by RNA-Seq. Nature methods.
15. Robinson, M. D., McCarthy, D. J. & Smyth, G. K. edgeR: a Bioconductor package for
16. differential expression analysis of digital gene expression data. Bioinformatics.(edgeR)
17. Trapnell, C., Pachter, L., and Salzberg, S.L. (2009). TopHat: discovering splice junctions with RNA-Seq.
18. Trapnell, C. et al. (2010).Transcript assembly and quantification by RNA-seq reveals unannotated transcripts and isoform switching during cell differentiation. Nat.
19. Biotechnol.(Cufflinks)
20. Trapnell, C., A. Roberts, et al. (2012). Differential gene and transcript expression analysis of
21. RNA-seq experiments with TopHat and Cufflinks. Nature Protocols.(Tophat & Cufflinks)
22. Wang, L.Feng, Z.Wang, X.Zhang, X. (2010). DEGseq: an R package for identifying differentially expressed genes from RNA-seq data. Bioinformatics.(DEGseq)
23. Wang, Z., M. Gerstein, et al. (2009). RNA-Seq: a revolutionary tool for transcriptomics. Nature Reviews Genetics.
24. Young, M. D., Wakefield, M. J., Smyth, G. K., and Oshlack, A. (2010).Gene ontology analysis for RNA-seq: accounting for selection bias. Genome Biology.(GOseq)
25. Shihao Shen, Juw Won Park, et al. (2014). rMATS: Robust and flexible detection of differential alternative splicing from replicate RNA-Seq data.(rMATS)

How the deposited data were processed for this re-analysis (not part of the article)

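RNA of cultured spinal cord neurons from neonatal rats was sequenced in 6 libraries, 3 of the Glu + siR-Con group and 3 of the Glu + siR-GAL3 group. The paper and the supplement state that the authors aligned the reads with STAR, counted reads per gene with HTSeq and estimated FPKM. The methods add that batch effects were removed, that the data were standardized and that differences within groups were corrected, without naming the tools for these steps. The genome build is not named in the paper's text, so no coordinates are given. The supplement describes selection of polyadenylated RNA and the sample labels depletion of ribosomal RNA, and the methods and the supplement name different sequencing instruments. These points could change which transcripts were counted.

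The deposited values were expression values on a linear scale derived from FPKM by the authors, one column per library, and all columns were mapped to a sample by name. Of the 17648 rows, 2376 held a value below 0, and 13 values were below -1. The unit planned before the data were examined was FPKM. Because values below 0 have no logarithm, they were set to 0 before log2(value + 1) was taken. This affected 24 of the genes tested. No reads could be recovered from the values and the sequencing depth of each library is unknown, so no counting error is given. The number of libraries and the authors' correction within groups limit what the spread between replicates shows. A total of 432 rows shared all 6 values with another row, and none of the genes named here was among them. In the rat annotation of assembly GRCr8, which was used for names only, 16309 rows matched a symbol and 16790 a symbol or synonym.

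The genes were fitted with limma 3.58.1 in R 4.3.3, with an intensity trend and on log2(value + 1), over the 8495 genes with a mean of at least 1 over the 6 libraries. The study criteria were |log2 fold change| > 1 and an unadjusted P < 0.05. They come from the bioinformatics methods of the paper, which describe the SCI datasets. For samples with replicates, the supplement instead names DESeq with an adjusted P < 0.05, which was not run here. Adjusted p-values are Benjamini-Hochberg values. Gene lists were tested with camera at a preset correlation of 0.01, and the 7 lists for cell types and interferon were adjusted together. The lists were written by hand after Figure 5C had been seen and before the data were examined. Single genes were compared with exact permutation tests, and LGALS3 and CDC42 were correlated with exact permutation of the pairings in Python 3.11.15 with NumPy 2.4.6. On simulated data with the spread of the real genes, 195 of 200 genes changed by 1.5 on the log2 scale had an adjusted p under 0.05 and all 200 passed the study criteria. With no gene changed, 5 of 8495 genes passed the study criteria, and of 100 random lists 2 had a camera p under 0.05. The simulated genes were drawn independently, with no correlation between genes and no library sets. The simulation therefore cannot show how camera at the preset correlation behaves on lists of correlated genes.

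The genes named were fixed by rule before the data were examined. They are the genes the paper names for this dataset, the transcripts of its autophagy markers, core nodes whose direction differed from the paper's statement, and the 3 members of each list with the smallest p. To these were added up to 5 genes in each direction with the smallest p among those with |log2 fold change| > 1, a mean of at least 5 and no overlap between groups. Not every gene that the rule selects is reported here. The alternatives set before the data were examined were a pseudocount of 0.1, no filter, a mean of at least 10, quantile normalization, median-ratio scaling, no intensity trend, no moderation of the variances, the replicate number as a block, each library left out in turn, values not log-transformed, an adjusted p under 0.1, and camera with an estimated correlation or fry for the lists. Other fits were added after seeing the data, one with the library set as a block and one without genes that held a value below 0. The library sets were found from exactly equal values. Of 675 rows that were constant within both larger sets, the values of the 3 sets summed to 0 in 562. The SCI datasets, the protein measurements and the animal experiments of the paper were not analysed here.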

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

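The tests of other splits, of the library sets and of the share of cell types in this part were chosen after the results were seen. The interferon-stimulated gene list was higher in Glu + siR-GAL3 than in Glu + siR-Con, with a median log2 fold change of 0.68 over the 9 of its 25 genes with a mean of at least 1 (quartiles 0.54 and 1.87). The paper does not discuss these genes. None of the 9 is a core node of Figure 5C or a member of another list, while IFI27, BST2 and IFITM3 are among the other nodes drawn there. The list was written after that figure had been seen, so its choice was not independent of these libraries. No median without those genes was computed. All 9 were higher, and none overlapped between the groups, against 20.5% of all genes tested without overlap and 10% by chance. The members with the smallest p were IFI27, BST2 and MX2, with log2 fold changes of 2.08, 2.41 and 1.87, and the most abundant were IFITM3 and IFI27, with means of 11.5 and 6.82. The most abundant genes of this list and the next were picked after their values were seen. BST2 was listed below 0 in siR-Con replicates 2 and 3, so its fold change rests on the floor. No gene of the list had an adjusted p under 0.05 over all genes, while all 9 had an unadjusted p under 0.05 and all 9 passed when adjusted over the list alone. Over all genes, 6 of the 9 had an adjusted p under 0.05 with the library set as a block, IFI27 and MX2 among them, and 2 without siR-GAL3 replicate 2. The adjusted camera p was 9.6e-10 at the preset correlation, but 0.231 with an estimated correlation and 0.0775 with fry, so the list does not pass once the correlation between its genes is estimated. In 1 of the 10 splits of the 6 libraries, the real one, the median was this large, and 10 splits cannot give a share under 0.1. The split that parts the second library set from the other libraries gave a median of 0.53 in size. The split that put siR-Con replicate 1 with siR-GAL3 replicates 1 and 3 gave 0.57, the largest after the real one. With the library set as a block the median of the real split was 0.71. Offsets between the library sets were tested within the sets, where an offset common to a set cancels. All 9 genes were higher in siR-GAL3 within both sets that held both groups, which argues against such offsets as the whole cause. A larger share of microglial RNA would raise these genes by no more than microglial markers, but the lower quartile of the interferon-stimulated list, 0.543, lay above the upper quartile of the microglia list, 0.374. With each library left out in turn, the median stayed between 0.50 and 0.82. What stays open is a response to the loss of GAL3, a response to this siRNA as such, and a difference between cultures. The dataset has 1 siRNA against GAL3 and no library without glutamate in the paper's description, and these were not tested. If the saline of the sample labels were right, against the paper and the design text of the dataset, glutamate would differ between the groups too.

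The microglia gene list was also higher in Glu + siR-GAL3, with a median log2 fold change of 0.25 over 16 genes, 14 of them higher. Its members with the smallest p were CD68, PTPRC and AIF1, with log2 fold changes of 0.54, 0.43 and 0.57, and the most abundant were C1QC, C1QB and C1QA, with means of 35.7, 34.8 and 24.8. The paper does not discuss 12 of the 16 genes. The other 4 are core nodes that the study picked from these libraries, and the median of the other 12 was 0.10. Over all 16, the adjusted camera p was 2.0e-06 at the preset correlation, 0.231 with an estimated correlation and 0.0775 with fry. No gene had an adjusted p under 0.05 over all genes, while 8 had an unadjusted p under 0.05 and 6 passed when adjusted over the list alone. Over all genes, 4 had an adjusted p under 0.05 with the library set as a block, CD68, PTPRC and AIF1 among them, and 5 without siR-GAL3 replicate 2. Again, 1 of 10 splits, the real one, gave a median this large. The splits were fitted with the 4 core nodes included, which the study chose on the real split, so this is not independent evidence. Within the library sets, 16 genes were higher in siR-GAL3 in the first set and 10 in the second, and 10 were higher in both. In the first set each group has 1 library. In the second, the median value of the list was 10.2 in siR-GAL3 against 10.6 and 10.4 in siR-Con. With the library set as a block the median was 0.29, and the list still passed at the preset correlation (adjusted p = 1.1e-08 in limma's camera). This argues against offsets between the sets as the whole cause only for the list of 16, core nodes included. A larger share of microglial RNA would raise all markers alike. Of the 12 genes outside the core nodes, 3 lay more than 2 standard errors from their median, which is too few to decide, since the log2(value + 1) scale lowers the change of low genes. A lower share of astrocyte RNA alone would raise the lists of the other cell types together, but the fibroblast list fell, with an upper quartile of -0.267. This argues only against a fall confined to astrocytes, since the astrocyte list fell as well and a joint fall was not tested. A larger share of microglial RNA and a change within microglia cannot be told apart, and the latter was not tested.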

How the results depend on the processing

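Of the 17 alternatives set before the data were examined for the number of genes past the study criteria, 12 gave a number within 1.5 times the 27 of the log2 fit. The scale of the values moved it most. Without log transformation, 367 genes passed (169 higher, 198 lower, 26 core nodes), without moderation as well 236 (107 higher, 129 lower, 20 core nodes), and without log transformation or filter 316 (151 higher, 165 lower, 28 core nodes). These counts follow from the threshold, which is then 1 unit of expression. With a mean of at least 10, 1120 genes were left and 5 passed, 5 higher and 0 lower, with 121 at an unadjusted p under 0.05. Of the 14 core nodes left, 9 were higher and 3 passed. Without moderation of the variances 17 genes passed, 1 of them lower, and 3 core nodes. A pseudocount of 0.1 gave 34 higher genes, and no filter gave 9 lower genes. Leaving out each library in turn gave from 2 to 6 lower genes, with 2 without siR-Con replicate 1 and 3 without siR-Con replicate 2. Neither scaling moved the share of higher genes by over 10 percentage points.

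No gene had an adjusted p under 0.05, and 7 had an adjusted p under 0.1. Leaving out each library in turn gave from 0 to 167 such genes at 0.05, with 167 without siR-GAL3 replicate 2, 17 without siR-Con replicate 1, 4 without siR-Con replicate 3 and 1 without siR-GAL3 replicate 1.

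LGALS3 was lower in every fit. Its unadjusted p of 0.0462 rose above 0.05 with a pseudocount of 0.1 (log2 fold change -4.03), with no filter, with a mean of at least 10 and without moderation (-2.91 in each), and in 3 fits that each left out one siR-Con library. The 6 fits that each left out one library gave -3.88 to -1.35. CDC42 was lower in every fit, and its unadjusted p of 0.0448 rose above 0.05 with median-ratio scaling (-0.19) and in 5 of the 6 fits that left out one library, whose values ran from -0.20 to -0.12. Where the construction of an alternative does not show why a value moved, the cause was not tested.

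The groups share replicate numbers, but same-numbered libraries did not deviate together from their group means (correlations -0.17, -0.07 and 0.04 for numbers 1, 2 and 3). These values had already passed the authors' batch removal and correction within groups, so the correlations cannot exclude a pairing by number. The 2 libraries numbered 1 were in the same library set, as were those numbered 3, while those numbered 2 were not. With the replicate number as a block, 6 genes had an adjusted p under 0.05 and the log2 fold change of CDC42 was -0.17 (unadjusted p = 0.111).

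The autophagy list kept a camera p above 0.7 in every fit while its median changed sign, to -0.00334 with a mean of at least 10, to -0.00212 with median-ratio scaling and between -0.00929 and 0.0256 with each library left out. The neuron list was -0.0921 with a mean of at least 10, where 1 gene was left, and between -0.0253 and 0.0793 with each library left out. The proliferation list ran from -0.17 to 0.00936 and the oligodendrocyte lineage list from 0.0435 to 0.19 over those 6 fits, and without siR-GAL3 replicate 2 both passed an adjusted p of 0.05. The microglia (0.25), astrocyte (-0.19), fibroblast (-0.37) and interferon-stimulated (0.68) lists passed at the preset correlation but had adjusted p from 0.231 to 0.235 with an estimated correlation and from 0.0775 to 0.0894 with fry. With a mean of at least 10 the interferon-stimulated list held 1 gene (0.80, adjusted p = 0.0517, against a range from 1.2e-18 to 0.231 over the alternatives). The proliferation list had no gene left at that mean, and the fit without moderation does not apply to the list tests.

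Among 45 other genes named, 692 fits gave the same side of an unadjusted p of 0.05 in 617, with 40 weaker, 33 stronger and 2 reversed. The reversed ones were MAP1LC3A, which lay between -0.0325 and 0.29 with each library left out and at -0.0388 with the library set as a block. The correlation of LGALS3 and CDC42 stayed above 0 and without an exact p under 0.05 in all 10 alternatives set beforehand.

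The following were chosen after seeing the data. With the library set as a block, 106 genes had an adjusted p under 0.05, the log2 fold change of CDC42 was -0.12, and the medians were -0.00288 for the autophagy list, 0.17 for the oligodendrocyte lineage list and -0.18 for the proliferation list, the last 2 past an adjusted p of 0.05. Leaving out genes with a value below 0 removed LGALS3, LYZ2 and LCN2, among others, and left 15 genes past the study criteria (14 higher, 1 lower, 2 core nodes). Ordering the values of each gene separately gave r = 0.963 for LGALS3 and CDC42, and 0.900 when the LGALS3 value below 0 was also replaced by the group mean or by -10 times itself (r = 0.8999 and 0.8995). Because the depth of the libraries is unknown, no limit from depth can be given.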

Differences from the paper's values

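The paper reports 316 DEGs, 151 up-regulated and 165 down-regulated. On the log2 scale 27 genes passed the study criteria used here, 22 higher and 5 lower, and on the values as deposited, without log transformation and without a filter, 316 passed, 151 higher and 165 lower. Among the alternatives set before the data were examined, the 3 without log transformation came within 1.5 times the paper's numbers (316, 367 and 236 genes) and none of the others did.

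For the correlation of GAL3 and CDC42 in the neuron dataset, the paper's R squared is 0.809 and the value over the 6 libraries paired as deposited was 0.409. Of the alternatives set before the data were examined, R squared was 0.836 without siR-GAL3 replicate 2, 0.564 without siR-GAL3 replicate 1 and 0.540 without the 2 libraries farthest from the median of LGALS3, which are within 1.5 times the paper's value. The others were not, with R squared of 0.117 on the log2 scale, 0.269 after median-ratio scaling, 0.488 with the replicate number as a block and 0.307 to 0.381 without any one of the other libraries. The paper's P is 0.0146 and the exact permutation p was 0.179, and no alternative set beforehand came within 1.5 times the paper's P. The paper does not name the test behind its P, which may not be a permutation test. With 4 libraries, the 24 pairings cannot give an exact p that small. The lowest GAL3 value plotted is about 16 in Fig. 6C, read by eye, and the lowest deposited LGALS3 value was -1.64. In settings chosen after seeing the values, R squared was 0.926 when the 6 values of each gene were ordered separately from lowest to highest before pairing. It was 0.506 when -1.64 was replaced by 16.4, which is -10 times itself, with the libraries paired as deposited, and 0.809 when both changes were made, with an exact permutation p of 0.0181. With the siR-GAL3 mean of 16.4 in place of -1.64 and the values ordered separately, it was 0.810. Ordering the genes separately does not keep the 2 values of a library together.

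The paper lists Clu, Lamp1, Cdc42 and Ctnnb1 as the core nodes that were not up-regulated. Cd4, Csf1 and Jun were lower as well, with log2 fold changes of -0.45, -0.26 and -0.13, and the same 3 nodes are drawn in blue in Figure 5C. The paper reports enrichment of genes linked to autophagy, and the lists used here in place of its GO terms had camera p-values of 0.975 and 0.186. The paper calls CDC42 differentially expressed, and its log2 fold change of -0.17 did not reach the threshold of 1 on the log2 scale, while its difference of -8.03 units passed it without log transformation, with or without the filter.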

Other observations

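In this part, the tests of the library sets, of the R squared, of glial RNA and of other splits were chosen after the result was seen, except the splits for the number of genes past the study criteria on the log2 scale. The horizontal axis of the volcano plot in Figure 5A runs far beyond the log2 fold changes found here. In the log2(value + 1) fit of all libraries without a block these lay between -2.91 and 3.41, and with a pseudocount of 0.1 between -4.21 and 5.60. Fits that left out 1 library ran from -3.88 to 4.74. A candidate explanation is that the axis shows differences of values that were not log-transformed. On that scale the number of genes was 316, the same as the paper's, against 27 on the log2 scale, and the differences of these 316 genes ran from -48.4 to 47.98. Over all genes the differences ran from -131.7 to 460.1.

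For the R squared of GAL3 and CDC42, another pairing of the deposited values was tested and none of the 720 pairings, 0, gave the paper's value to 3 decimals. An arrangement that could give it is the one in which the values of each gene were ordered separately with -10 times the value below 0 in its place (R squared 0.809). It was found from the same values, and how the published plot was made was not tested.

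Other splits of the 6 libraries into 3 and 3 were fitted for each result across genes. As many genes past the study criteria were found in 1 of the 10 splits, the real one, and the same held without log transformation (1 of 10) and for core nodes past the criteria (1 of 10). The study chose the core nodes on the real split, so the result for them is not independent evidence. As many genes with an adjusted p under 0.05 were found in all 10, since the real split had 0, with 736 at an unadjusted p under 0.05. At least 19 core nodes went one way in 6 of 10. A median as far from 0 was found in 4 of 10 splits for the autophagy list, 4 of 10 for the chaperone-mediated autophagy list, 3 of 10 for the neuron list, 2 of 10 for the oligodendrocyte lineage list, 9 of 10 for the proliferation list, and 1 of 10 for each of the microglia, astrocyte, fibroblast and interferon-stimulated lists. With 10 splits the share cannot fall under 0.1. The microglia list holds 4 core nodes, chosen on the real split, so its share is not independent evidence either.

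The fibroblast list was lower in Glu + siR-GAL3, with a median log2 fold change of -0.37 over 11 genes, 10 of them lower (adjusted camera p = 8.6e-06, 0.231 with an estimated correlation and 0.0775 with fry). With each library left out in turn, the median of the fibroblast list stayed between -0.47 and -0.23. COL3A1, COL1A1 and PDGFRB had the smallest p, with log2 fold changes of -0.50, -0.42 and -0.30. Within both sets that held both groups, 9 of the 11 genes were lower, and with the library set as a block the median was -0.22 and the list still passed at the preset correlation (adjusted p = 4.4e-05), which argues against offsets between the library sets as the whole cause. The astrocyte list was lower by less, with a median of -0.19 over 13 genes, 11 of them lower (adjusted camera p = 5.6e-05, 0.235 with an estimated correlation and 0.0894 with fry). ATP1B2 and SLC1A2 had log2 fold changes of -0.43 and -0.45. Of the 13 astrocyte genes, 6 were higher in siR-GAL3 within the first set and 2 within the second, while 6 were lower within both and 1 was higher within both. With the library set as a block the median was -0.15 and the list still passed at the preset correlation (adjusted p = 0.00233), which argues against such offsets as the whole cause, although the genes went both ways in the first set and the difference rests on the second set, where siR-GAL3 has 1 library. A split of the libraries that put siR-Con replicate 1 with siR-GAL3 replicates 2 and 3 gave a median of 0.19 in size as well, with a smaller camera p (3.9e-06) than the real split (3.2e-05), so a difference between single libraries stays open for this list. The other lists did not pass at the preset correlation, with medians of 0.04 for neuron genes (7 tested, STMN2, SYT1 and TUBB3 at 0.33, 0.18 and -0.12), 0.13 for oligodendrocyte lineage genes (11 tested, CLDN11, PDGFRA and MOG at 0.26, -0.25 and 0.18) and -0.0081 for proliferation genes (11 tested, BIRC5, TOP2A and RRM2 at 0.47, -0.28 and -0.25). Their adjusted camera p were 0.236, 0.175 and 0.488.

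Glial transcripts were abundant in all 6 libraries of the cultures, and neuronal ones were low. The median value of the astrocyte list lay between 23.8 and 30.4 and that of the oligodendrocyte lineage list between 18.8 and 24.1, while that of the neuron list lay between 0.739 and 1.17. Abundant glial markers, named after their values were seen, were MBP, with a mean of 713.0, and GFAP, with 589.6, against 16.9 for MAP2, 9.10 for ELAVL3 and 4.63 for TUBB3. Of the 15 neuron genes listed in the matrix, 7 had a mean of at least 1, against 13 of 14 astrocyte genes. Offsets between the library sets that sum to 0 do not account for this, since the astrocyte median was still 25.6 times the neuron median with each gene averaged over the sets. A candidate explanation is RNA of glial cells in the cultures. Among the 100 genes with the highest mean were 10 genes of the astrocyte and oligodendrocyte lineage lists and 0 of the neuron list. Loss of neurons after glutamate, the young age of the cultures and the authors' standardization stay open and were not tested, and the share of each cell type was not estimated.

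The paper measured autophagy markers as protein. Of their transcripts, ATG7 had a log2 fold change of 0.11 (unadjusted p = 0.132, adjusted p = 0.590 in limma) and SQSTM1, which encodes P62, of -0.17 (unadjusted p = 0.0525, adjusted p = 0.577). The unadjusted p of SQSTM1 stayed above 0.05 in only 5 of the 14 alternatives set beforehand, over which it ran from 0.0334 to 0.167, and it was 0.0200 with the library set as a block. MAP1LC3A and MAP1LC3B, which encode LC3, had log2 fold changes of 0.16 and 0.11 (adjusted p = 0.687 and 0.596). The 3 siR-GAL3 libraries lay below the siR-Con libraries for SQSTM1 and above them for MAP1LC3B (exact permutation p = 0.1 for each), and the groups overlapped for ATG7 and MAP1LC3A.

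Of the 239 rows with 1 value in the first and second library sets and another in the third, the third was -2 times the first in 185. Such offsets sum to 0 over the 3 sets, and the same sum was found in 562 of 675 rows that were constant within both larger sets.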
